# Chromatin-prebound Crm1 recruits Nup98-HoxA9 fusion to induce aberrant expression of *Hox* cluster genes

**DOI:** 10.7554/eLife.09540

**Published:** 2016-01-07

**Authors:** Masahiro Oka, Sonoko Mura, Kohji Yamada, Percival Sangel, Saki Hirata, Kazumitsu Maehara, Koichi Kawakami, Taro Tachibana, Yasuyuki Ohkawa, Hiroshi Kimura, Yoshihiro Yoneda

**Keywords:** Nucleoporin, Nup98, Crm1, Leukemia, Hox, Chromatin, Human, Mouse

## Abstract

The nucleoporin Nup98 is frequently rearranged to form leukemogenic Nup98-fusion proteins with various partners. However, their function remains largely elusive. Here, we show that Nup98-HoxA9, a fusion between Nup98 and the homeobox transcription factor HoxA9, forms nuclear aggregates that frequently associate with facultative heterochromatin. We demonstrate that stable expression of Nup98-HoxA9 in mouse embryonic stem cells selectively induces the expression of *Hox* cluster genes. Genome-wide binding site analysis revealed that Nup98-HoxA9 is preferentially targeted and accumulated at *Hox* cluster regions where the export factor Crm1 is originally prebound. In addition, leptomycin B, an inhibitor of Crm1, disassembled nuclear Nup98-HoxA9 dots, resulting in the loss of chromatin binding of Nup98-HoxA9 and Nup98-HoxA9-mediated activation of *Hox* genes. Collectively, our results indicate that highly selective targeting of Nup98-fusion proteins to *Hox* cluster regions via prebound Crm1 induces the formation of higher order chromatin structures that causes aberrant *Hox* gene regulation.

**DOI:** http://dx.doi.org/10.7554/eLife.09540.001

## eLife digest

The nucleus of a eukaryotic cell (which includes plant and animal cells) contains most of the cell’s genetic material in the form of carefully packaged strands of DNA. Genes are stretches of DNA that contain the instructions needed to produce the proteins and RNA molecules that the cell needs to survive. These molecules move across the membrane that surrounds the nucleus through pores made of proteins. One of these pore-forming proteins is called Nup98. The gene that produces Nup98 is frequently mutated in leukemia, where part of it becomes fused to regions of other unrelated genes. The proteins made from these combined genes are known as “fusion proteins”.

The Nup98-HoxA9 fusion protein has been well studied, and appears to cause leukemia by interfering with the process called (“cell differentiation”) by which stem cells specialize to form different types of blood cells. During cell differentiation, cells change which sets of genes they activate to become specific types of cells. A family of genes called *Hox* genes (to which the gene for HoxA9 belongs) is critical in cell differentiation and thus must be fine-tuned. It is also known that the *Hox* genes form clusters, and its activation is partly controlled by how tightly the DNA is packaged.

Previous studies have shown that the Nup98-HoxA9 fusion protein takes on the form of small dots in the nucleus. Oka et al. have now tracked how these proteins are distributed inside of the nucleus, and examined which part of the DNA they bind to, in more detail. This revealed that the dots of Nup98-HoxA9 tend to associate with tightly packed DNA, especially on *Hox* cluster genes, and activate these genes.

Oka et al. further found that a protein called Crm1, which is well known as a nuclear export factor that carries molecules out of the nucleus through the pore, is already bound to the *Hox* cluster genes in the nucleus and recruits the Nup98-HoxA9 protein. This interaction may change how the *Hox* gene is packaged in the nucleus. A future challenge will be to reveal how the Nup98-HoxA9 fusion protein and Crm1 on *Hox* cluster genes control gene expression.

**DOI:** http://dx.doi.org/10.7554/eLife.09540.002

## Introduction

The nucleoporin Nup98 is a mobile component of the nuclear pore complex (NPC) (Griffis et al., 2002; Rabut et al., 2004; Oka et al., 2010), a sole gateway for selective nucleocytoplasmic macromolecular traffic. Nup98 is essential for such fundamental functions of NPC as selective nucleocytoplasmic transport (Radu et al., 1995; Powers et al., 1997; Zolotukhin and Felber, 1999; Oka et al., 2010) and maintenance of the permeability barrier (Hulsmann et al., 2012; Laurell et al., 2011). Besides, Nup98 is known as a multifunctional nucleoporin; it has been shown that Nup98 is involved in gene regulation (Capelson et al., 2010; Kalverda et al., 2010; Liang et al., 2013; Light et al., 2013), posttranscriptional regulation of specific sets of messenger RNAs (mRNAs) (Singer et al., 2012), mitotic spindle assembly (Cross and Powers, 2011), mitotic checkpoint (Jeganathan et al., 2005; Salsi et al., 2014), and NPC disassembly (Laurell et al., 2011).

In leukemia, Nup98 is frequently found in the form of Nup98-fusions, which consist of N-terminal half of Nup98 containing multiple phenylalanine-glycine (FG) repeats and C-terminus of various partner proteins (Gough et al., 2011). More than 30 different proteins with various physiological functions have been reported as Nup98 fusion partners (reviewed in (Gough et al., 2011)). However, the molecular mechanism of Nup98-fusion mediated leukemogenesis is still largely unknown.

Nup98-HoxA9 is one of the most frequent Nup98-fusion resulting from t(7;11)(p15;p15) chromosomal translocation associated with acute myeloid leukemia, myelodysplastic syndrome, and chronic myeloid leukemia (Nakamura et al., 1996; Borrow et al., 1996; Nishiyama et al., 1999; Yamamoto et al., 2000). Indeed, the ectopic expression of Nup98-HoxA9 induces leukemia in mice (Kroon et al., 2001; Iwasaki et al., 2005; Dash et al., 2002). It also has been shown that Nup98-HoxA9 inhibits hematopoietic cell differentiation (Kroon et al., 2001; Calvo et al., 2002; Takeda et al., 2006; Chung et al., 2006; Yassin et al., 2009) and enhances symmetric division of hematopoietic precursor cells in vitro(Wu et al., 2007), suggesting that Nup98-HoxA9 contributes to leukemogenesis most likely by impairing cellular differentiation.

With regard to its molecular function, Nup98-HoxA9 was shown to act as a transcriptional regulator (Kasper et al., 1999; Ghannam et al., 2004; Bei et al., 2005; Yassin et al., 2009). In addition, genome-wide gene expression analysis revealed that ectopic expression of Nup98-HoxA9 causes upregulation, rather than downregulation, of numerous genes (Ghannam et al., 2004; Takeda et al., 2006). Mechanistically, the FG repeat of Nup98 is known to associate with CREB-binding protein (CBP)/p300 (Kasper et al., 1999), a histone acetyltransferase that functions as a transcriptional co-activator, and histone deacetylase (HDAC) 1 (Bai et al., 2006). However, the interaction of Nup98 FG repeats with p300 by itself is not sufficient to promote self-renewal of hematopoietic stem cells (Yung et al., 2011). Thus, the exact function of Nup98-HoxA9 still remains unclear.

Here, we demonstrate that Nup98-HoxA9 is specifically recruited to the vicinity of *Hox* cluster genes via chromosomally bound Crm1, a nuclear export factor that was originally identified as a protein required for maintaining the chromosomal structure in yeast (Adachi and Yanagida, 1989), to activate *Hox* cluster regions.

## Results

### Nup98-HoxA9 dots associate with facultative heterochromatin

Previous reports have demonstrated that Nup98-HoxA9 fusion protein localizes as distinct small dots in the nucleus (Kasper et al., 1999; Bai et al., 2006; Xu and Powers, 2010; Oka et al., 2010). To address the role of Nup98-HoxA9, we first characterized in detail the intranuclear distribution of these dots. When expressed in HeLa cells, the enhanced green fluorescent protein (EGFP)-tagged Nup98-HoxA9 was easily distinguished as small nuclear dots. In contrast, Nup98 FG repeats were detected as large dots mostly associated with the nucleolus, and HoxA9 C-terminus containing the homeodomain, HoxA9-Ct, showed an even nucleopolasmic distribution (Figure 1A), consistent with earlier reports (Oka et al., 2010; Xu and Powers, 2010). We noticed that Nup98-HoxA9 dots were not randomly localized within the nucleus, but were frequently adjacent to 4',6-diamidino-2-phenylindole (DAPI)-dense heterochromatin regions (Figure 1B, Figure 1—figure supplement 1) as revealed by co-staining with DAPI. Furthermore, immunocytochemical analysis using monoclonal antibodies specific to histone modifications (Kimura et al., 2008) (Figure 1C) revealed that those dots were frequently associated with H3K9me2 and H3K27me3, facultative heterochromatin markers (Trojer and Reinberg, 2007), but not with the marker for constitutive heterochromatin H3K9me3 (Peters et al., 2003, Rice et al., 2003). These results indicate that Nup98-HoxA9 dots are not randomly positioned in the nucleus but are associated with specific chromatin domains.

**Figure 1.**
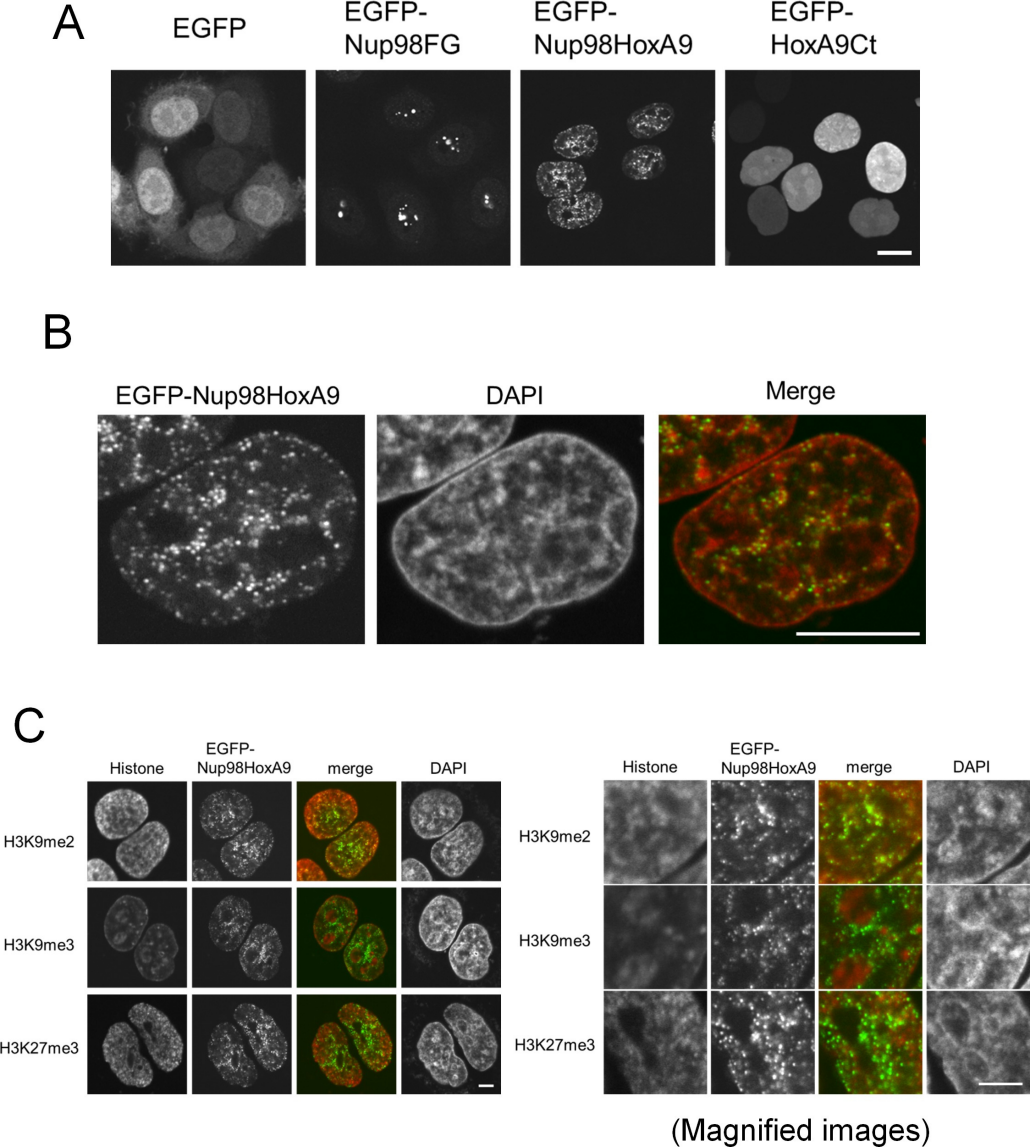
Nup98-HoxA9 dots associate with facultative heterochromatin. (**A**) Subcellular localization of Nup98-HoxA9 and its truncated mutants. EGFP, EGFP-Nup98FG, EGFP-Nup98-HoxA9, or EGFP-HoxA9-Ct expressing plasmids were transfected into HeLa cells for 24 hr and observed. Bar, 10 μm. (**B**) Confocal microscopy analysis of EGFP-Nup98-HoxA9 in HeLa cells. A merged image shows EGFP-Nup98-HoxA9 (green) and DAPI (red). Bar, 10 μm. (**C**) Association of Nup98-HoxA9 dots with specific histone modifications. HeLa cells were transfected with the EGFP-Nup98-HoxA9 expressing plasmid. Twenty-four hours after transfection, cells were fixed and stained with antibodies against indicated histone modifications. DAPI staining was used to visualize the nuclei. Bar, 5 μm. DAPI, 4',6-diamidino-2-phenylindole; EGFP, enhanced green fluorescent protein. **DOI:** http://dx.doi.org/10.7554/eLife.09540.003

**Figure 1—figure supplement 1.**
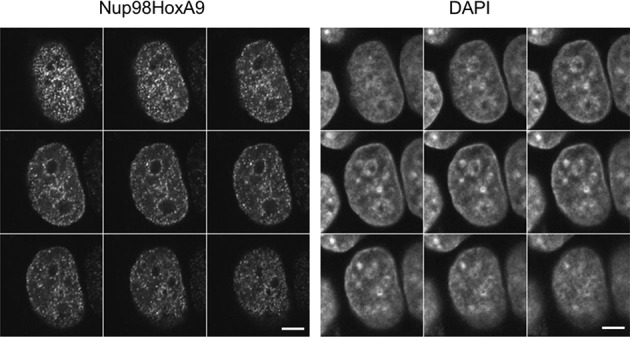
Serial z-sectioning of EGFP-Nup98-HoxA9 in HeLa cell. Serial z-sectioning was performed at a depth of 0.48 μm per section using confocal microscopy. DAPI staining was used to visualize nuclei. Bar, 5 μm. DAPI, 4',6-diamidino-2-phenylindole; EGFP, enhanced green fluorescent protein. **DOI:** http://dx.doi.org/10.7554/eLife.09540.004

### Nup98-HoxA9 dots show a cell-type specific localization pattern

We hypothesized that if Nup98-HoxA9 associates with specific chromatin modifications, its intranuclear distribution pattern may differ depending on the cell type. Therefore, we next expressed Nup98-HoxA9 in mouse embryonic stem (ES) cells, whose chromatin modifications are quite different from other cell types (Meshorer and Misteli, 2006). We found that although Nup98-HoxA9 nuclear dots could also be observed in ES cells, they were fewer in number and more heterogeneous in size compared with dots revealed in HeLa cells or NIH 3T3 cells (Figure 2A). Immunocytochemical analysis in ES cells (Figure 2—figure supplement 1) also showed the partial co-localization of Nup98-HoxA9 dots with H3K9me2 and H3K27me3, but less with H3K9me3. These findings indicated that the intranuclear distribution of Nup98-HoxA9 indeed changes depending on the cell type, although we cannot exclude the possibility that the variation in the transgene expression level caused these differences. Together, these results suggested that Nup98-HoxA9 might be involved in a cell type-specific gene and/or chromatin regulation.

**Figure 2.**
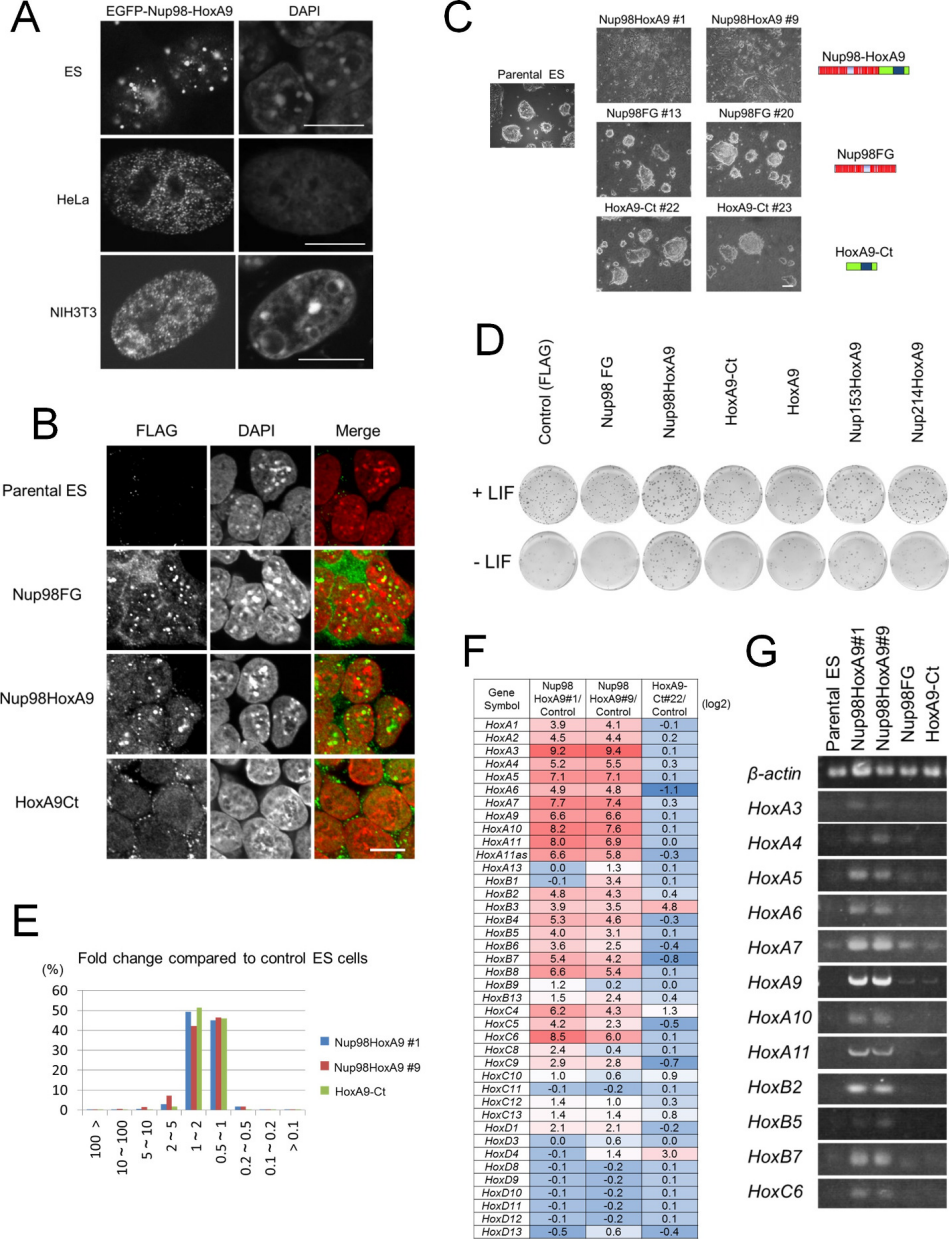
Nup98-HoxA9 evokes the expression of *Hox* cluster genes in ES cells. (**A**) Differential intranuclear localization of Nup98-HoxA9 in mouse ES, HeLa and NIH3T3 cells. Cells were transfected with the EGFP-Nup98-HoxA9 expressing plasmid for 24 hr, fixed, and stained with DAPI. Samples were analyzed using confocal microscopy. Bar, 10 μm. (**B**) Subcellular localization of Nup98-HoxA9 and its truncated mutants in ES cells. ES cell clones expressing FLAG-tagged Nup98FG, Nup98-HoxA9, or HoxA9-Ct were fixed and stained with an anti-FLAG (polyclonal) antibody. Nuclei were stained with DAPI. Merged images show FLAG staining (green) and DAPI (red). Bar, 10 μm. (**C**) Cell morphology of stable ES cell lines expressing FLAG-tagged Nup98-HoxA9, Nup98FG, or HoxA9-Ct. Bar, 100 μm. (**D**) Differentiation assay of stable ES cell clones. ES cells stably expressing FLAG (control), FLAG-tagged Nup98FG, Nup98-HoxA9, HoxA9-Ct, HoxA9, Nup153-HoxA9, or Nup214-HoxA9 were plated at a density of 10^3^ cells per well in 12-well plates either in the presence or absence of LIF. After 5 d, the plates were fixed and stained with alkaline phosphatase, a marker for undifferentiated stem cells. (**E**) Gene expression profiling of ES cell lines stably expressing FLAG-tagged Nup98-HoxA9 (#1 and #9; two independent clones) and HoxA9-Ct is compared with that of parental ES cells. A greater than 10-fold upregulation of gene expression was commonly observed in both Nup98-HoxA9 clone #1 and Nup98-HoxA9 clone #9 cells. (**F**) Hox gene expression profiling. The log2 fold ratios of the normalized signal value of *Hox* cluster genes from Nup98-HoxA9 or HoxA9-Ct expressing ES cells relative to signals from parental control ES cells are indicated. (**G**) Upregulation of *Hox* cluster genes in FLAG-Nup98-HoxA9 expressing ES cell lines was confirmed using semi-quantitative polymerase chain reaction. DAPI, 4',6-diamidino-2-phenylindole; EGFP, enhanced green fluorescent protein; ES, embryonic stem; LIF, leukemia inhibitory factor **DOI:** http://dx.doi.org/10.7554/eLife.09540.005

**Figure 2—figure supplement 1.**
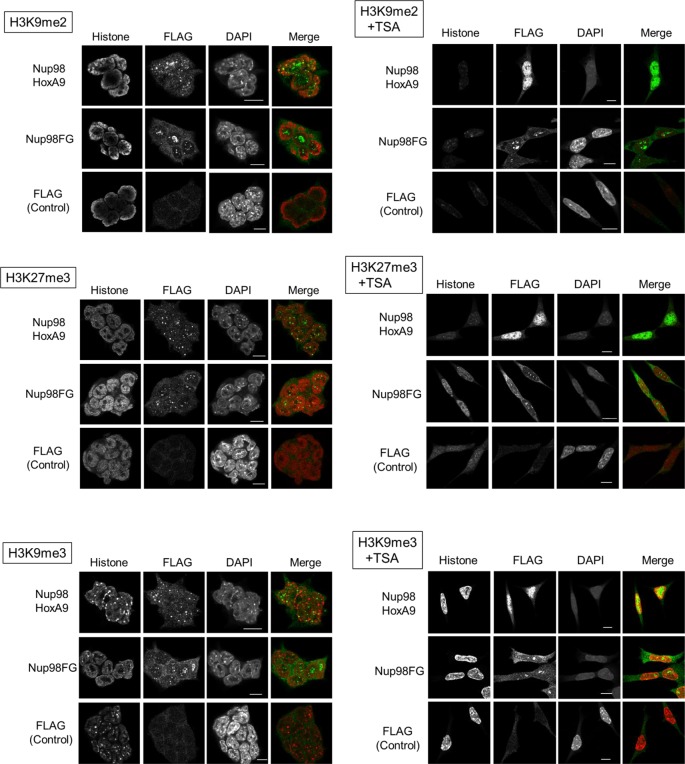
Co-staining of Nup98-HoxA9 with various histone marks. ES cell lines expressing FLAG (control), FLAG-Nup98FG, or FLAG-Nup98-HoxA9 either cultured in the absence or presence of TSA (50 nM, 24 hr) were fixed and stained with antibodies against FLAG (polyclonal) and indicated histone modifications. DAPI staining was used to visualize nuclei. Merged picture of histone modification (red) and FLAG staining (green) are shown. Bar, 5 μm. DAPI, 4',6-diamidino-2-phenylindole; ES, embryonic stem; TSA, trichostatin A. **DOI:** http://dx.doi.org/10.7554/eLife.09540.006

**Figure 2—figure supplement 2.**
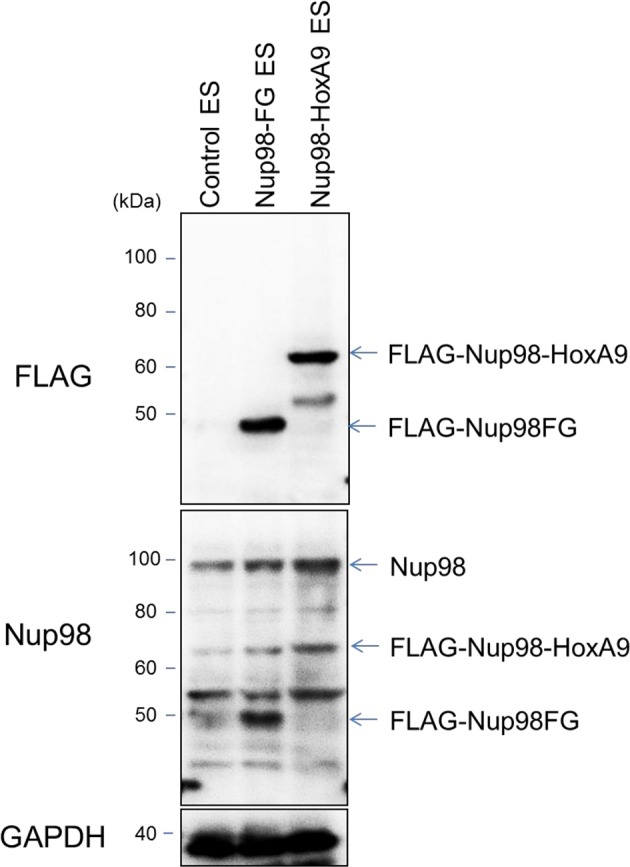
Protein expression levels of Nup98-HoxA9 and Nup98FG. Immunoblotting was performed with antibodies against FLAG (M2), Nup98, and GAPDH using lysates from ES cell lines (equivalent to 10^5^ cells) expressing FLAG (control), FLAG-Nup98FG, or FLAG-Nup98-HoxA9. Can Get Signal Immunoreaction Enhancer Solution (Toyobo, Osaka, Japan) was used to enhance the signal. **DOI:** http://dx.doi.org/10.7554/eLife.09540.007

**Figure 2—figure supplement 3.**
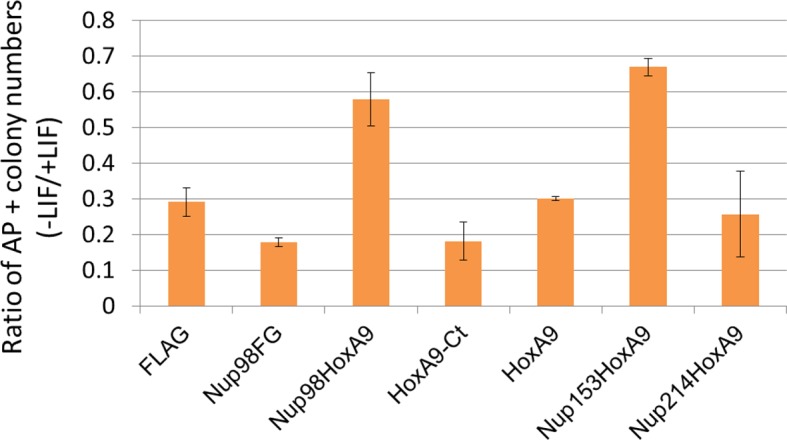
Differentiation assay of stable embryonic stem cell clones. Alkaline phosphatase assay was performed as in Figure 2D. Data are mean values ± standard error of the mean of three independent experiments. **DOI:** http://dx.doi.org/10.7554/eLife.09540.008

### Nup98-HoxA9 expressing ES cells show flattened morphology and resistance to spontaneous differentiation

To gain more insights into the function of Nup98-HoxA9, which most likely associates with the impairment of cell differentiation (see Introduction), we tried to obtain stable cell lines expressing the FLAG-Nup98-HoxA9 fusion in ES cells using transposon vectors (Kawakami and Noda, 2004; Urasaki et al., 2006; Oka et al., 2013). Immunocytochemical analysis using stable ES clones demonstrated that FLAG-Nup98-HoxA9 had a similar localization pattern to transiently expressed EGFP-Nup98-HoxA9 in ES cells (Figure 2B). Immunoblotting using monoclonal antibody that is raised against the N-terminal (A.A. 1–466) of Nup98 (Fukuhara et al., 2005) revealed that FLAG-Nup98-HoxA9 was not overexpressed compared with endogenous Nup98 (Figure 2—figure supplement 2). Unexpectedly, we found that FLAG-Nup98-HoxA9 expressing stable ES cell clones (Nup98-HoxA9 ES) had distinct flat colonies, which was in contrast to tighter colonies of spherical shape detected in parental ES, Nup98FG, or HoxA9-Ct expressing ES cells (Figure 2C). Further experiments revealed that Nup98-HoxA9 ES cells expressed stem cell marker genes, and had proliferation rates comparable to those of parental ES cells, indicating that they were not differentiated (data not shown). In addition, Nup98-HoxA9 ES cells show more resistance to spontaneous cell differentiation in the absence of leukemia inhibitory factor (LIF), compared with parental ES, Nup98FG, or HoxA9-Ct expressing ES clones (Figure 2D and Figure 2—figure supplement 3).

### Nup98-HoxA9 expression in ES cells induces expression of *Hox* cluster genes

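Gene expression was measured on 4 one-colour SurePrint G3 Mouse GE 8×60K arrays, 1 array for each ES cell line: parental ES cells, Nup98-HoxA9 ES clone #1, Nup98-HoxA9 ES clone #9 and the HoxA9-Ct ES clone. The 4 arrays share a slide and a scan. The authors extracted the images with the Feature Extraction software to give background-subtracted and spatially detrended intensities. These are deposited without scaling between arrays, beside a series matrix in which each array is multiplied by its own constant. Each array holds 59305 spots outside the controls, for 55681 different probes. The 75th percentile of their processed signal was 229 in parental ES, 222 in clone #1, 253 in clone #9 and 209 in HoxA9-Ct ES. The Feature Extraction software called 49.9%, 50.6%, 53.0% and 49.9% of these spots well above background, in the same order, and called none saturated. Each signal was taken on the log2 scale relative to the 75th percentile of its array, and the spots of a probe were averaged without those that the software marks as outliers (148, 201, 143 and 144 spots). This gave 55562 probes with a value on all 4 arrays, of which 25529 were well above background on every array and 25045 on none. Below the background, the software gives each spot a small positive value in place of its signal. Scaling alone therefore leaves ratios to parental ES with a median of -0.12 in clone #1, -0.32 in clone #9 and 0.06 in HoxA9-Ct ES at probes dim on both arrays. For probes well above background on all 4 arrays the medians were -0.03, -0.12 and 0.00. Where only 1 of the lines compared was well above background, the fold is given as a lower bound, against the lowest signal called well above background on the other line's array. The Nup98-HoxA9 clones are the only replicated group, so limma was fitted to the 3 groups with 1 residual degree of freedom, and parental and HoxA9-Ct ES are assumed to vary like the clones.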

Next, to elucidate whether Nup98-HoxA9 affected global gene expression, we performed DNA microarray analysis using the following four clones: two independent Nup98-HoxA9 ES clones (clone #1 and clone #9), parental ES cells, and the HoxA9-Ct ES clone. We found that a small fraction of genes (less than 1%) were strongly induced (more than 10-fold) in Nup98-HoxA9 ES cells compared with their expression levels in parental or HoxA9-Ct ES cells (Figure 2E). 

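Of 55562 probes, 124 (0.223%) had more than 10 times the parental signal in clone #1 and 166 (0.299%) in clone #9. In both clones 50 probes (0.0900%) did. Parental ES was not well above background at 38 of these 50 probes. With such probes at their lower bound, 32 of the 50 stayed above 10-fold for the mean of the clones. Against HoxA9-Ct ES, 46 probes were more than 10-fold higher in both clones, and 39 passed against both references. HoxA9-Ct ES itself had 38 probes (0.0684%) more than 10-fold above parental ES, and 2 of these, Msx3 and Hoxb3, were also among the 50 (named after their values were seen, and not well above background in parental ES). In the other direction, 42 probes were more than 10-fold lower in both clones than in parental ES, and neither clone was well above background at 40 of them. The share of probes between 0.5 and 2 times parental ES was split at 1 into 62.3% and 29.5% in clone #1. The split was 65.1% and 24.2% in clone #9, and 31.7% and 62.3% in HoxA9-Ct ES. With quantile normalization the class between 1 and 2 times held 45.1% in clone #1. The HoxA9-Ct split turned with quantile normalization (52.6% and 40.9%) and with the median of each array (57.1% and 37.0%). The clone #1 split turned with the normexp background correction (43.7% and 55.6%). Under the remaining alternatives tested for these shares, each line kept the direction of its split.
The log2 ratios of the clones to parental ES had a Pearson correlation of 0.587 and a Spearman correlation of 0.592 across the 25529 probes well above background on all arrays. Genes are not independent replicates, and the shared parental array alone gave 0.497 and 0.469 for simulated arrays without any difference. At a Benjamini-Hochberg adjusted p of 0.05, limma called 434 probes higher and 347 lower in Nup98-HoxA9 ES than in parental ES, 120 higher and 105 lower in HoxA9-Ct ES than in parental ES, and 374 higher and 382 lower in Nup98-HoxA9 ES than in HoxA9-Ct ES. In simulated arrays with 1 spread for all probes the same fit recovered 115 of 200 changed probes, but it recovered 0 where the spread followed the signal level. The count for Nup98-HoxA9 ES against parental ES was 735 with the median of each array in place of its 75th percentile. With quantile normalization limma called 0 probes there (5104 at an unadjusted p under 0.05), and without a change of scaling, over only the probes well above background on at least 1 array, it also called 0 (2224 at an unadjusted p under 0.05). Among the alternatives that ask for both clones and keep the 10-fold threshold, the count of probes more than 10-fold higher moved furthest with the normexp background correction, to 10.

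**Figure D1:**
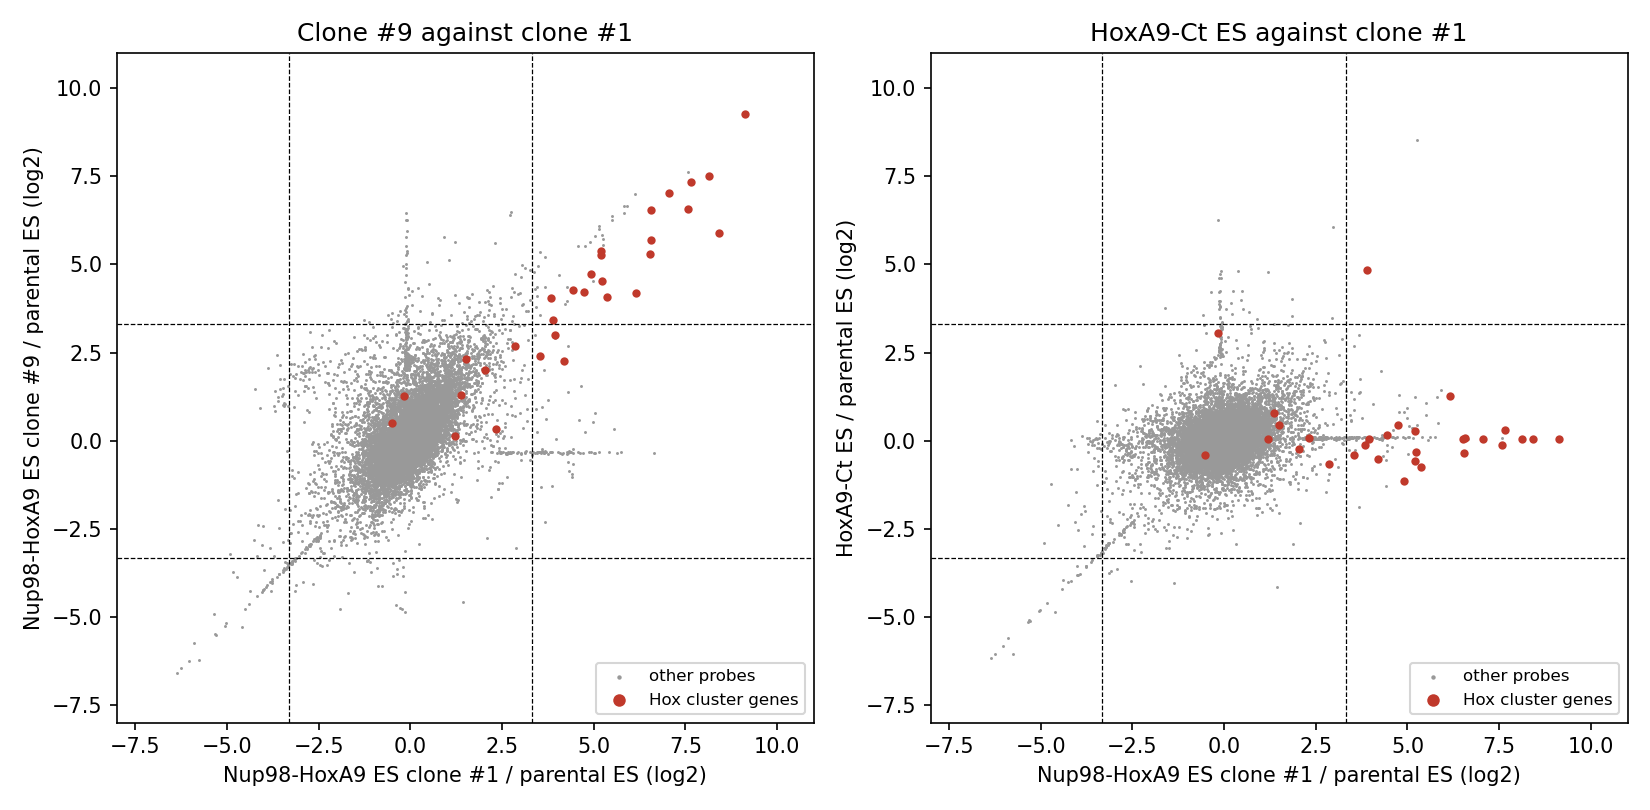
Log2 ratios to parental ES of probes well above background on at least 1 array, for clone #9 (left) and HoxA9-Ct ES (right) against clone #1. Points are probes, probes of Hox cluster genes are red, and dashed lines mark 10-fold. At the upper right of the left panel lie the 50 probes more than 10-fold higher in both clones.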

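The 40 genes of the Hox-A, -B, -C and -D clusters shown in Figure 2F were each read at the probe with the highest mean signal over the 4 arrays. Parental ES was well above background at 6 of them, HoxA9-Ct ES at 9 and both Nup98-HoxA9 clones at 27. Signals more than 10-fold above parental ES in both clones were found for 11 of 12 Hox-A genes, 5 of 10 Hox-B genes, 2 of 9 Hox-C genes and 0 of 9 Hox-D genes. For 21 genes, well above background in the clones but not in parental ES, the fold is a lower bound, and this bound exceeded 10-fold for 11 of them. The median log2 ratio of the 40 genes was 3.69 in clone #1, 2.54 in clone #9 and 0.05 in HoxA9-Ct ES. With each such gene at its bound and genes dim in both lines at no change, the median for the mean of the clones was 1.69. Hoxa3 had the highest ratio, at 9.12 in clone #1 and 9.27 in clone #9, which is at least 131-fold higher than in parental ES. Hoxa10 was at least 56.4-fold higher, Hoxa11 at least 40.0-fold, Hoxc4 at least 32.9-fold and Hoxc6 at least 29.8-fold. Parental ES was well above background for Hoxa7, among others, with log2 ratios of 7.66 and 7.34 in clones #1 and #9. The same held for Hoxa11os, with 6.55 and 5.69. The limma standard error for the mean of the clones was 0.56, a value that all probes share and that was not measured at these genes. Of the 5 Hox-C genes well above background in both clones, Hoxc6 had log2 ratios of 8.42 in clone #1 and 5.90 in clone #9, Hoxc4 6.16 and 4.19, and Hoxc5 4.19 and 2.25, while Hoxc9 had 2.87 and 2.69 and Hoxc13 1.37 and 1.305. Clone #1 exceeded clone #9 by a median of 1.94 over these Hox-C genes, 0.93 over the Hox-B genes and 0.16 over the Hox-A genes well above background in both clones. This difference between single arrays was not tested. In HoxA9-Ct ES, 3 of the 40 genes had more than 2 times the parental signal, all of them not well above background in parental ES: Hoxb3, at least 7.58-fold higher, Hoxd4, at least 2.41-fold, and Hoxc4, at least 2.20-fold. The Hoxb3 probe lies in the last eighth of the spot rows, as do 43.5% of the single-spot probes more than 10-fold higher on the HoxA9-Ct array than on every other array, and the other Hoxb3 probe was not well above background in any line. Hoxa9, whose C-terminal part the transgenes carry, was not well above background in HoxA9-Ct ES. Whether its probes can read the transgene was not tested, and the paper checked transgene products by western blotting and immunofluorescence. Limma called 24 of the 40 genes at an adjusted p of 0.05 over all probes tested, and 26 adjusted over the list alone, each with a higher mean in the clones. As sets tested with limma's camera at a preset correlation of 0.01, Hox-A (p = 5.93e-97), Hox-B (p = 1.39e-40) and Hox-C (p = 2.35e-21) were higher in Nup98-HoxA9 ES than in parental ES and Hox-D was not called (p = 0.231). Under limma's fry, the call held for Hox-A alone (adjusted p = 0.0451), and the genes of all clusters together had an adjusted p of 0.144. The median over genes for the mean of the clones was 3.09 and moved furthest with the normexp background correction, to 0.62.

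**Figure D2:**
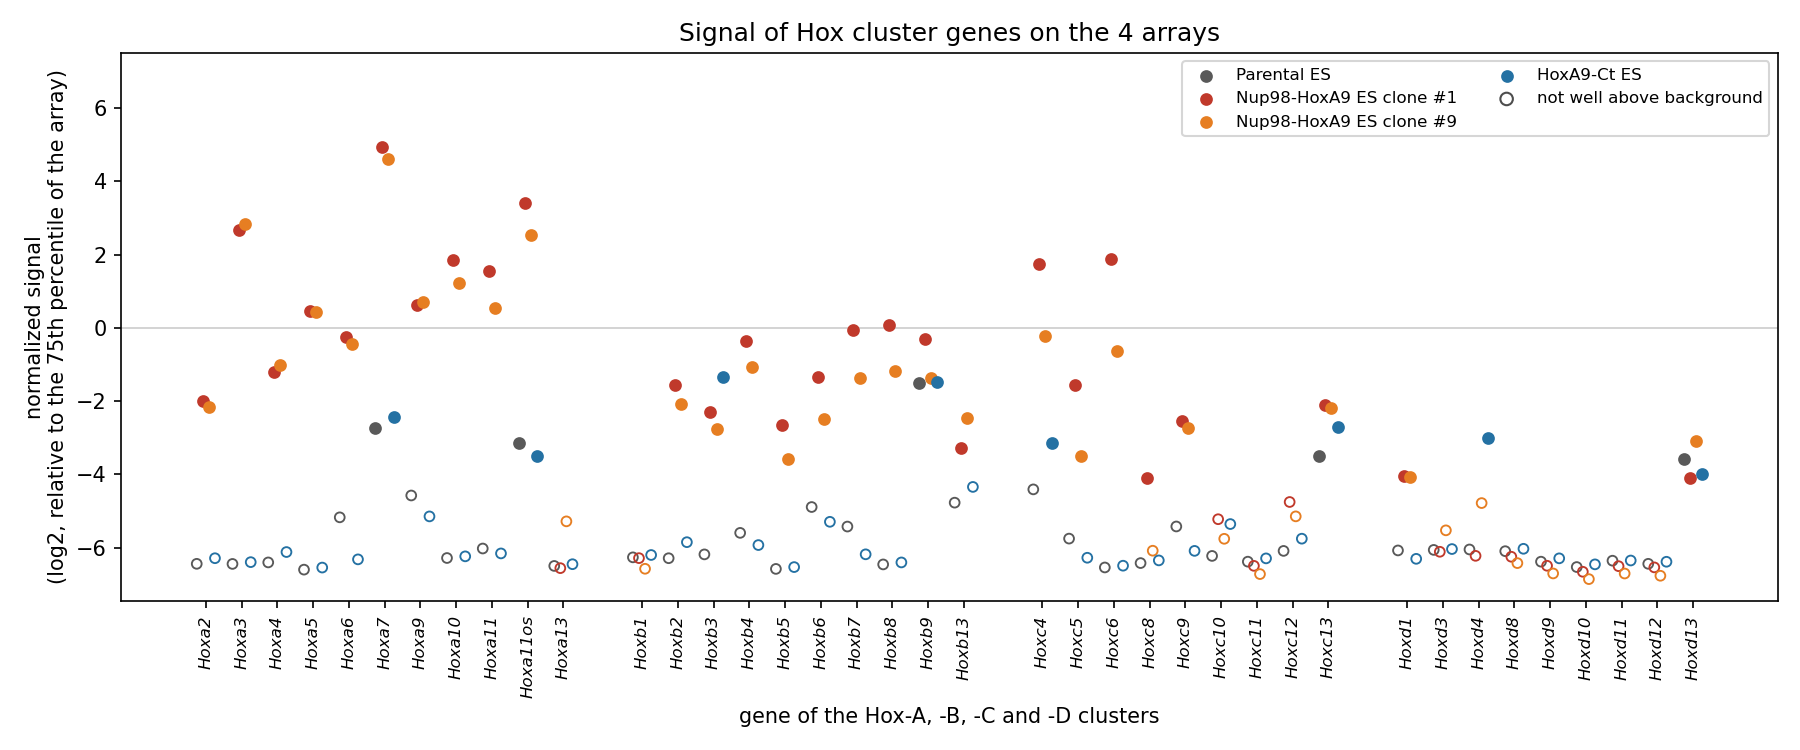
Normalized signal (log2, relative to the 75th percentile of the array) of 39 Hox cluster genes on the 4 arrays, 1 point per gene and array. Open circles are signals not well above background. Parental ES is open at all but 5 of these genes, while both clones are filled at 26.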

Interestingly, we noticed that *Hox* cluster genes were highly activated in Nup98-HoxA9 ES cells (Figure 2F). In particular, more than a half of the top 32 upregulated genes, which were common in both of Nup98-HoxA9 clone #1 and Nup98-HoxA9 clone #9, were *Hox* cluster genes belonging to *Hox-A, -B*, and *-C* clusters (Table 1), which were validated by reverse-transcription polymerase chain reaction (RT-PCR) (Figure 2G). These results suggest that there is a good correlation between the intranuclear distribution of Nup98-HoxA9 and its function in transcription, since *Hox* gene cluster regions are known to be organized as facultative heterochromatin (Trojer and Reinberg, 2007).

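Ranked by the mean log2 ratio of the clones to parental ES, the top 32 of the 50 probes more than 10-fold higher in both clones included 15 probes of 14 Hox cluster genes. With 1 probe per gene, chosen after the values were seen, 16 of the top 32 were Hox cluster genes. With the mean over all probes of a gene, the number was 16. Counted by entry, 17 of the 32 entries the paper lists in Table 1 are Hox cluster genes, and each of these had a probe more than 10-fold higher in both clones. Several entries have more than 1 probe: 13 probes fall on 7 of the cDNA and Gm3395 entries of Table 1. Of these 13, parental ES was well above background at 7, and clone #9 exceeded clone #1 by between 0.63 and 0.95 at all of them, whereas the difference ran from -2.53 to 0.21 at the Hox probes. Over the whole list, 19 of 50 probes belonged to 18 Hox cluster genes. Among the 26871 probes well above background in both clones, 28 belonged to Hox cluster genes. Fisher's exact test, one-sided, gave p = 1.78e-47, with probes rather than samples as the unit. The paper singled out Hox genes from these same arrays, so this test and the Hox set tests describe the arrays and give no independent support. All 19 lay in the Hox-A, -B and -C clusters. Of the 32 entries of Table 1, 31 had a probe more than 10-fold higher in both clones, and Cap2 did not: its brighter probe had log2 ratios of -0.79 in clone #1 and 0.31 in clone #9, and the mean over the spots of its other probe gave 1.12 and 2.25. Among entries not named as Hox genes, whose positions were not compared with the clusters, AK053996 had 7.56 and 7.62, Cst13 3.68 and 5.21, Baalc 3.53 and 5.34, Olfr161 3.47 and 4.96, Cbr2 4.21 and 3.88, and Sfmbt2 3.54 and 3.55 in clones #1 and #9. The other probe of Cbr2 had 0.31 and 0.95. Parental ES was not well above background at any of the probes listed for these entries, so their folds are lower bounds. The bound was 49.9-fold for AK053996. It stayed below 10-fold for Cst13 (6.85), Baalc (5.17), Olfr161 (4.81), Cbr2 (3.45) and Sfmbt2 (3.07). The probe of Olfr161 lies in the last eighth of the spot rows. The brighter of the probes for Sfmbt2 had 2.16 and 2.03, and the rise there stayed below 10-fold. The listed probes of Sfmbt2 and Cst13 also had higher signals in HoxA9-Ct ES, at least 1.69-fold and at least 2.49-fold above parental ES. The list of 50 also held probes that are not among the entries of Table 1, among them Bhmt, Msx3 and Hoxb3 (named after their values were seen). Bhmt had 3.42 and 3.79 in clones #1 and #9 and was not well above background in parental or HoxA9-Ct ES. From the activation of Hox cluster genes, whose regions it describes as facultative heterochromatin, the paper proposes that where Nup98-HoxA9 lies in the nucleus goes together with its function in transcription.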

**Table 1.** List of the top 32 genes that were upregulated both in Nup98-HoxA9 clone #1 and Nup98-HoxA9 clone#9. **DOI:** http://dx.doi.org/10.7554/eLife.09540.009

	Fold change (log2)		
Description	98H#1 /EB3	98H#9 /EB3	HoxA9-Ct#22/EB3
Mus musculus homeobox A3 (Hoxa3), mRNA [NM_010452]	9.15	9.37	0.05
Mus musculus homeobox A10 (Hoxa10), transcript variant 1, mRNA [NM_008263]	8.17	7.61	0.05
Mus musculus 2 days pregnant adult female oviduct cDNA, RIKEN full-length enriched library, clone:E230011F24 [AK053996]	7.60	7.71	0.08
Mus musculus homeobox A7 (Hoxa7), mRNA [NM_010455]	7.69	7.44	0.32
Mus musculus homeobox A11 (Hoxa11), mRNA [NM_010450]	7.87	6.95	0.06
Mus musculus homeobox C6 (Hoxc6), mRNA [NM_010465]	8.46	5.99	0.05
Mus musculus homeobox A5 (Hoxa5), mRNA [NM_010453]	7.08	7.11	0.06
Mus musculus blastocyst blastocyst cDNA, RIKEN full-length enriched library, clone:I1C0031F10 product [AK145700]	6.16	7.10	1.26
Mus musculus homeobox A9 (Hoxa9), mRNA [NM_010456]	6.60	6.64	0.09
predicted gene 3395 [Source:MGI Symbol;Acc:MGI:3781573] [ENSMUST00000172100]	5.95	6.77	1.45
Mus musculus blastocyst blastocyst cDNA, RIKEN full-length enriched library, clone:I1C0015F22 product [AK145555]	5.87	6.76	0.51
Mus musculus HOXA11 antisense RNA (non-protein coding) (Hoxa11as), non-coding RNA [NR_015348]	6.59	5.78	-0.34
Mus musculus blastocyst blastocyst cDNA, RIKEN full-length enriched library, clone:I1C0027E24 product [AK167004]	5.54	6.46	0.75
Mus musculus homeobox B8 (Hoxb8), mRNA [NM_010461]	6.56	5.38	0.06
Mus musculus blastocyst blastocyst cDNA, RIKEN full-length enriched library, clone:I1C0015H22 product [AK166824]	5.53	6.36	1.07
Mus musculus RCB-0559 K-1. F1 cDNA, RIKEN full-length enriched library, clone:G430049J08 product [AK144159]	5.19	6.19	0.37
Mus musculus homeobox A4 (Hoxa4), mRNA [NM_008265]	5.24	5.49	0.29
Mus musculus blastocyst blastocyst cDNA, RIKEN full-length enriched library, clone:I1C0037K09 product [AK145750]	4.93	5.72	0.83
Mus musculus homeobox C4 (Hoxc4), mRNA [NM_013553]	6.19	4.29	1.28
Mus musculus homeobox B4 (Hoxb4), mRNA [NM_010459]	5.27	4.61	-0.33
Mus musculus homeobox A6 (Hoxa6), mRNA [NM_010454]	4.95	4.82	-1.14
Mus musculus homeobox B7 (Hoxb7), mRNA [NM_010460]	5.40	4.16	-0.75
Mus musculus homeobox B2 (Hoxb2), mRNA [NM_134032]	4.77	4.30	0.44
Mus musculus cystatin 13 (Cst13), mRNA [NM_027024]	3.72	5.31	2.99
Mus musculus brain and acute leukemia, cytoplasmic (Baalc), mRNA [NM_080640]	3.57	5.44	1.17
Mus musculus homeobox A2 (Hoxa2), mRNA [NM_010451]	4.47	4.37	0.16
Mus musculus CAP, adenylate cyclase-associated protein, 2 (yeast) (Cap2), mRNA [NM_026056]	4.48	4.30	1.16
RIKEN cDNA 5730446D14 gene [Source:MGI Symbol;Acc:MGI:1913890] [ENSMUST00000155922]	4.30	4.44	0.06
Mus musculus olfactory receptor 161 (Olfr161), mRNA [NM_146860]	3.50	5.06	0.56
Mus musculus carbonyl reductase 2 (Cbr2), mRNA [NM_007621]	4.25	3.97	0.06
Mus musculus homeobox A1 (Hoxa1), mRNA [NM_010449]	3.86	4.13	-0.11
Mus musculus Scm-like with four mbt domains 2 (Sfmbt2), transcript variant 3, mRNA [NM_001198809]	3.58	3.65	2.69

cDNA, complementary DNA; mRNA, messenger RNA.

### Influence of Nup98 FG repeats on the activation of *Hox* genes cannot be mimicked by FG repeat domains of other Nup proteins

To find out how *Hox* genes could be selectively induced by the Nup98-HoxA9 fusion in ES cells, we first focused on Nup98FG repeats, since all Nup98-fusion proteins, including Nup98-HoxA9, contain dense FG repeats of Nup98 at their N-termini. On the other hand, it is known that other nucleoporins containing such dense FG repeat domains are also implicated in oncogenic transformation (Kasper et al., 1999, Xu and Powers, 2009). Therefore, we created chimeric Nup-fusions by replacing Nup98 FG repeats with those from hNup153FG (A.A.1118–1475) and hNup214FG (A.A.1605–2090), which have been demonstrated to be functionally exchangeable in experiments that addressed the transforming ability in NIH3T3 cells (Kasper et al., 1999). When these chimeric proteins (Nup153-HoxA9 and Nup214-HoxA9) were expressed in HeLa cells, they were not distributed as distinct fine nuclear dots observed in the case of the Nup98-HoxA9 fusion (Figure 3—figure supplement 1), in agreement with a previous report (Xu and Powers, 2013).

**Figure 3.**
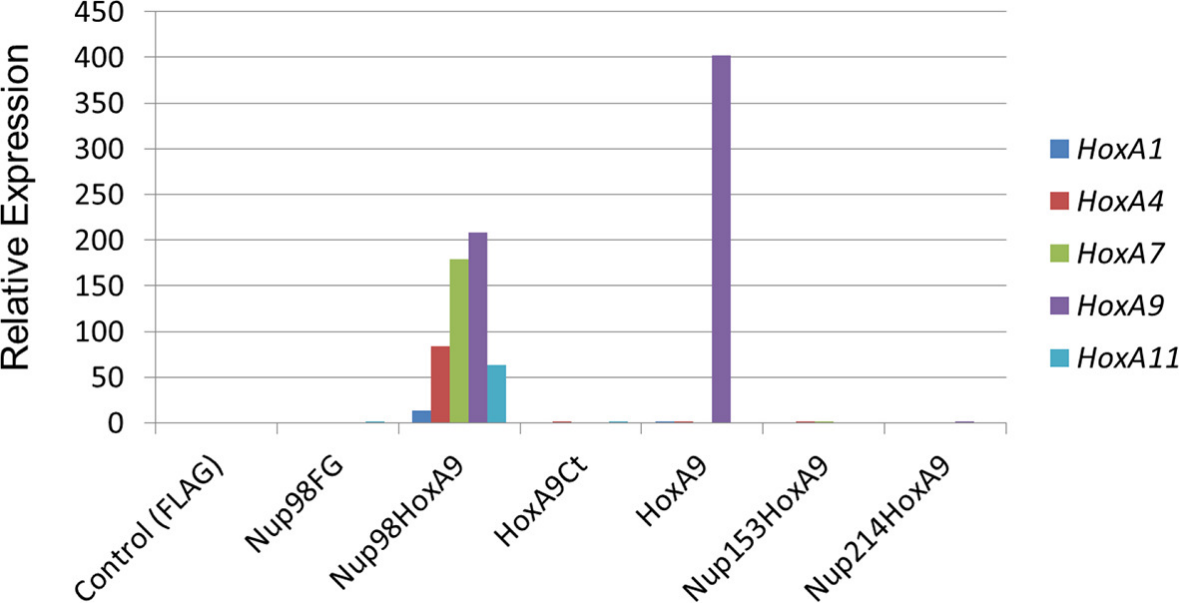
Functional characterization of various NupFG-HoxA9 fusions. qPCR analysis of *Hox-A* cluster gene expression in various ES cell lines expressing the NupFG-HoxA9 fusion, Nup98FG, or HoxA9. *GAPDH* was used as a reference gene. ES, embryonic stem ; qPCR, quantitative polymerase chain reaction. **DOI:** http://dx.doi.org/10.7554/eLife.09540.010

**Figure 3—figure supplement 1.**
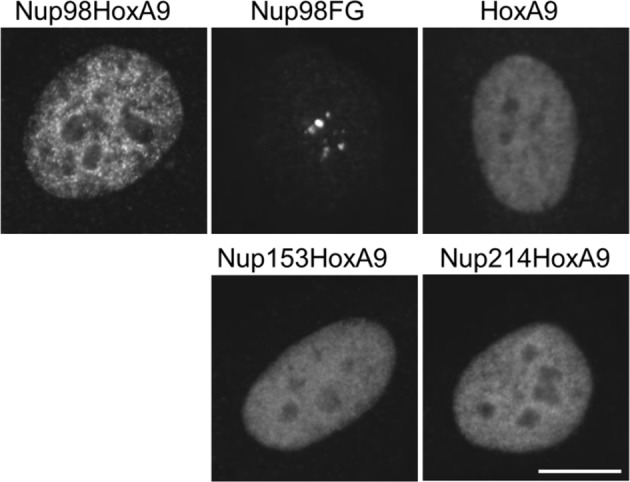
Subcellular localization of various NupFG-HoxA9 fusions. Subcellular localization of various FLAG-NupFG-HoxA9 fusions or HoxA9 in transiently transfected HeLa cells. Bar, 10 μm. **DOI:** http://dx.doi.org/10.7554/eLife.09540.011

We next isolated stable ES cell clones expressing these fusions. As shown in Figure 4—figure supplement 2, we found that, in contrast to the case with Nup98-HoxA9, other Nup-fusions were distributed more evenly in the nucleus (although note that a few dots within the nucleus were seen with the Nup214-HoxA9 fusion). Next, the effect of these Nup-fusions on the expression of *Hox* genes was monitored in established stable ES cell lines. As shown in Figure 3, the expression of Nup153-HoxA9 or Nup214-HoxA9 did not affect the expression of *Hox* cluster genes. Of note, we constantly observed substantial numbers of alkaline phosphatase-positive colonies of Nup153-HoxA9-expressing ES cells in the absence of LIF (Figure 2D and Figure 2—figure supplement 3), which may be related to the function of Nup153 in maintaining stem cell pluripotency in ES cells, as demonstrated in a recent study (Jacinto et al., 2015). We also established stable clones expressing full-length HoxA9. Gene expression analysis revealed that HoxA9 expression did not induce the activation of *Hox* cluster genes (Figure 3). These results underscore the physiological significance of Nup98 FG repeats in the dysregulation of *Hox* cluster gene expression.

**Figure 4.**
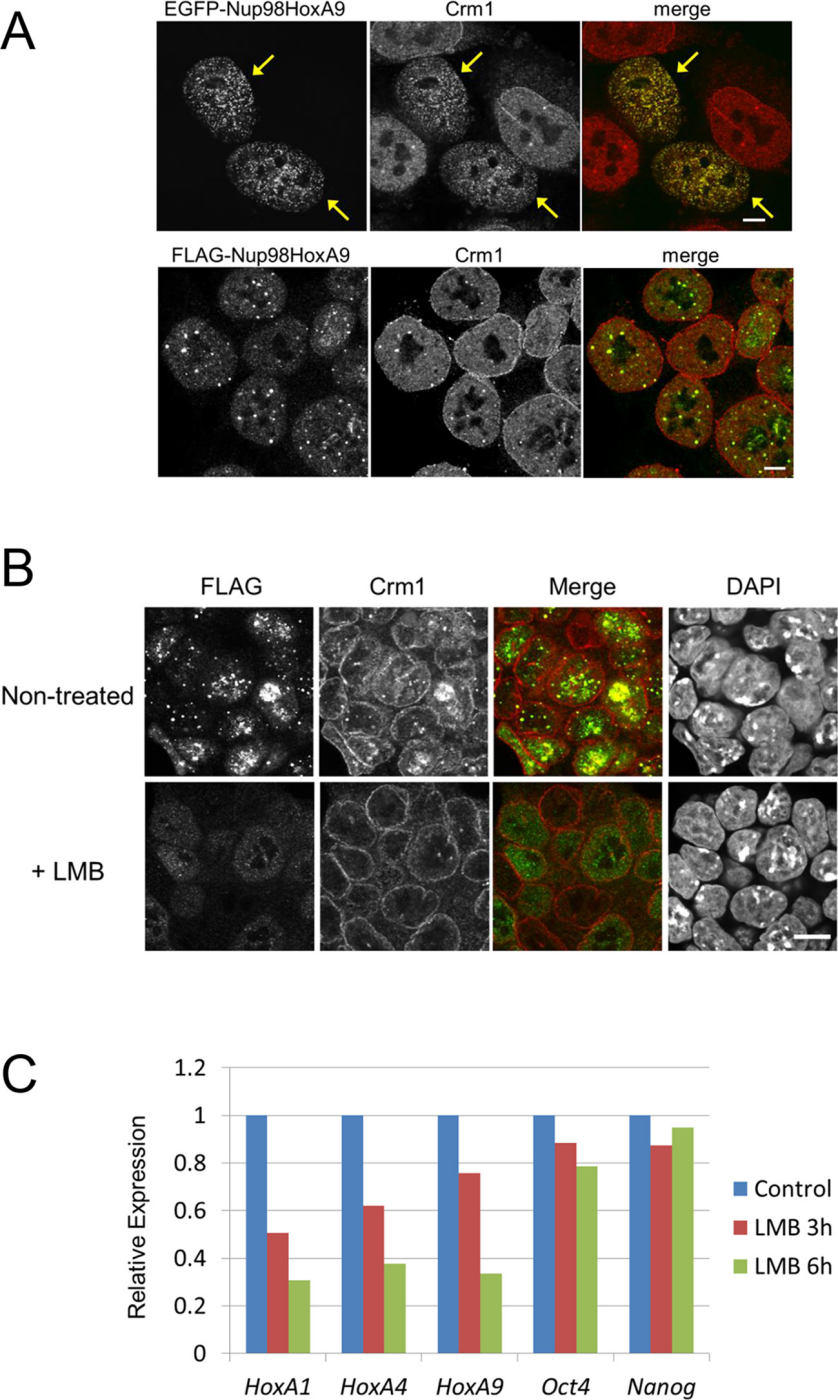
Association between Nup98-HoxA9 and Crm1 is critical for the *Hox* Gene activation mediated by Nup98-HoxA9. (**A**) *Top panel*: Nup98-HoxA9 interacts and sequesters Crm1 onto Nup98-HoxA9 dots. HeLa cells were transfected with the EGFP-Nup98-HoxA9 expressing plasmid. After 24 hr, cells were fixed and stained with an anti-Crm1 antibody. Arrows indicate the cells transfected. *Bottom panel*: Nup98-HoxA9 ES cells were fixed and co-stained with anti-FLAG (M2) and anti-Crm1 antibodies. Merged image of FLAG (green) and Crm1 (red) is shown. Bar, 5 μm. (**B**) The effect of LMB treatment on the cellular localization of Nup98-HoxA9. Nup98-HoxA9 ES cells were cultured either in the presence or absence of 5 nM LMB for 2 hr, fixed and stained with antibodies against FLAG (M2) and Crm1. Merged images of FLAG (green) and Crm1 (red) are shown. Nuclei were stained with DAPI. Bar, 10 μm. (**C**) Effect of LMB treatment on the regulation of *Hox* cluster genes. Nup98-HoxA9 ES cells were cultured in the presence or absence of 5 nM LMB for 3 or 6 hr and the expression of indicated genes was analyzed by qPCR. *GAPDH* was used as a reference gene. EGFP, enhanced green fluorescent protein; LMB, leptomycin B; qPCR, quantitative polymerase chain reaction. **DOI:** http://dx.doi.org/10.7554/eLife.09540.012

**Figure 4—figure supplement 1.**
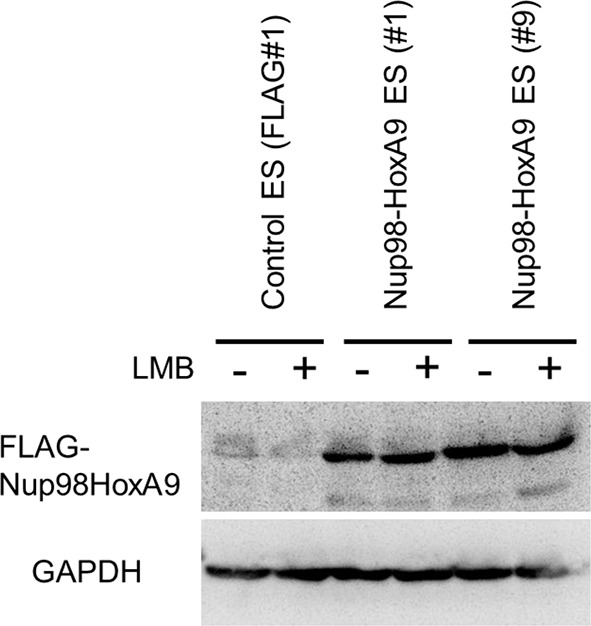
Effect of LMB treatment on the FLAG-Nup98-HoxA9 protein level. Cell extracts of control (FLAG#1), Nup98-HoxA9 (clone#1), and Nup98-HoxA9 (clone#9) ES cells (equivalent of 10^5^ cells) either incubated with LMB (5 nM, 2 hr) or left untreated were, loaded onto corresponding lanes. Immunoblotting was performed using an anti-FLAG or an anti-GAPDH antibody. ES, embryonic stem; LMB, leptomycin B. **DOI:** http://dx.doi.org/10.7554/eLife.09540.013

**Figure 4—figure supplement 2.**
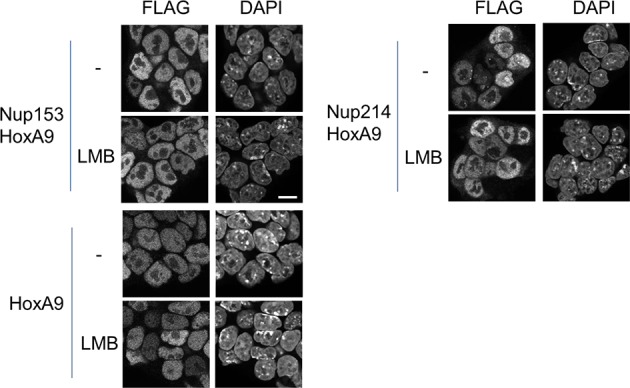
Effect of LMB treatment on the cellular localization of various NupFG-HoxA9 fusions. ES cell clones expressing FLAG-tagged Nup153-HoxA9, Nu214-HoxA9, or HoxA9 were cultured in the presence or absence of 5 nM LMB for 2 hr, fixed and stained with an anti-FLAG (M2) antibody. Nuclei were stained with DAPI. Bar, 10 μm. DAPI, 4',6-diamidino-2-phenylindole; ES, embryonic stem; LMB, leptomycin B. **DOI:** http://dx.doi.org/10.7554/eLife.09540.014

### Nup98-HoxA9 dots are maintained through the association with Crm1

What makes Nup98FG repeats differ from Nup153FG or Nup214FG? We speculated that cohesive properties of Nup98FG (Patel et al., 2007; Xu and Powers, 2013; Yamada et al., 2010; Schmidt and Gorlich, 2015) required to form nuclear aggregates (Griffis et al., 2002; Oka et al., 2010; Patel et al., 2007) containing Crm1 (Takeda et al., 2010, Oka et al., 2010) may be important for the pathogenic function. Indeed, the ectopic expression of Nup98-HoxA9 in HeLa cells caused sequestration of nucleoplasmic and nuclear envelope-localized Crm1 on Nup98-HoxA9 dots within the nucleus (Figure 4A, top). When we stained Nup98-HoxA9 ES cells, we also noticed partial recruitment of Crm1 to FLAG-Nup98-HoxA9 dots (Figure 4A, bottom). We have previously demonstrated that treatment with leptomycin B (LMB), a specific inhibitor of the cargo binding of Crm1 (Kudo et al., 1998), causes a dynamic redistribution of Nup98 nuclear dots (Oka et al., 2010). This finding indicated that Nup98-Crm1 association is dependent on the cargo binding status of Crm1; therefore, we examined whether such properties of Nup98FG were still preserved in Nup98-HoxA9. When Nup98-HoxA9 ES cells were treated with LMB for 2 hr, the dots disappeared (Figure 4B). The disappearance of dots was concomitant with a modest decrease in the protein level (Figure 4—figure supplement 1). In contrast, LMB treatment did not affect the localization of full-length HoxA9, Nup153-HoxA9, and the majority of Nup214-HoxA9, except for a few nuclear dots of Nup214-HoxA9 that disappeared upon LMB treatment (Figure 4—figure supplement 2). These results indicate that Crm1 plays a critical role in the maintenance of Nup98-HoxA9 dots in ES cells.

### Crm1 plays an important role in Nup98-HoxA9 functions

Next, to examine whether the association between Nup98-HoxA9 and Crm1 is required for the Nup98-HoxA9-mediated *Hox* gene activation, we treated Nup98-HoxA9 ES cells with LMB and monitored its effects on gene expression. As shown in Figure 4C, LMB treatment caused a significant downregulation of *Hox* cluster genes, while the expression of other genes, such as *Oct4* and *Nanog*, was not much affected. Therefore, these results indicate that the interaction of Nup98-HoxA9 with Crm1 is necessary for the selective *Hox* gene activation.

### Nup98-HoxA9 selectively binds to four *Hox* cluster regions

To further investigate how Nup98-HoxA9 is involved in the *Hox* cluster gene regulation, we performed chromatin immunoprecipitation sequencing (ChIP-seq) analysis using Nup98-HoxA9 ES cells. Interestingly, we found a strong accumulation of FLAG-Nup98-HoxA9 on chromosomal regions of four *Hox* clusters, *Hox-A, B, C,* and *D*. Especially, three of these, *Hox-A, Hox-B* and *Hox-C* cluster regions showed the highest peaks in the whole genome (Figure 5A). In particular, the *Hox-A* cluster region showed a single dominant peak in chromosome 6 (Figure 5C). Examination of individual *Hox* cluster regions further revealed a selective accumulation of FLAG-Nup98-HoxA9 in the four *Hox* cluster regions (Figure 5D). It is noteworthy that, as most of the genes in the *Hox-D* cluster were not upregulated by Nup98-HoxA9, the significance of its binding to this region remains unknown. 

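On the arrays, 7 of the 9 Hox-D genes (Hoxd3, Hoxd4, Hoxd8, Hoxd9, Hoxd10, Hoxd11 and Hoxd12) were not well above background in either Nup98-HoxA9 clone, and no rise was detectable there. Hoxd1 was not well above background in parental ES and was at least 1.17-fold higher in the clones, at log2 ratios of 2.04 in clone #1 and 2.01 in clone #9 before the bound is applied, and was called by limma (adjusted p = 0.0243). Its probe lies in the last eighth of the spot rows. Hoxd13 was well above background in all 4 lines and moved apart in the clones, at -0.51 in clone #1 and 0.49 in clone #9 (adjusted p = 1.00 in limma). HoxA9-Ct ES was well above background at Hoxd4, where it was at least 2.41-fold higher than parental ES. The median log2 ratio of the 9 genes was -0.13 in clone #1 and -0.32 in clone #9, which is what probes at background give on this scale.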

ChIP-qPCR (quantitative polymerase chain reaction) analysis (Figure 5E) confirmed that a significantly increased amount of FLAG-Nup98-HoxA9 was bound to the *Hox-A* cluster, but not to the restricted regions, as represented by the intergenic region (between *HoxA2* and *HoxA3*), promoter (*HoxA4*), or 5***'***UTR (*HoxA9*) regions of *Hox-A* cluster genes.

**Figure 5.**
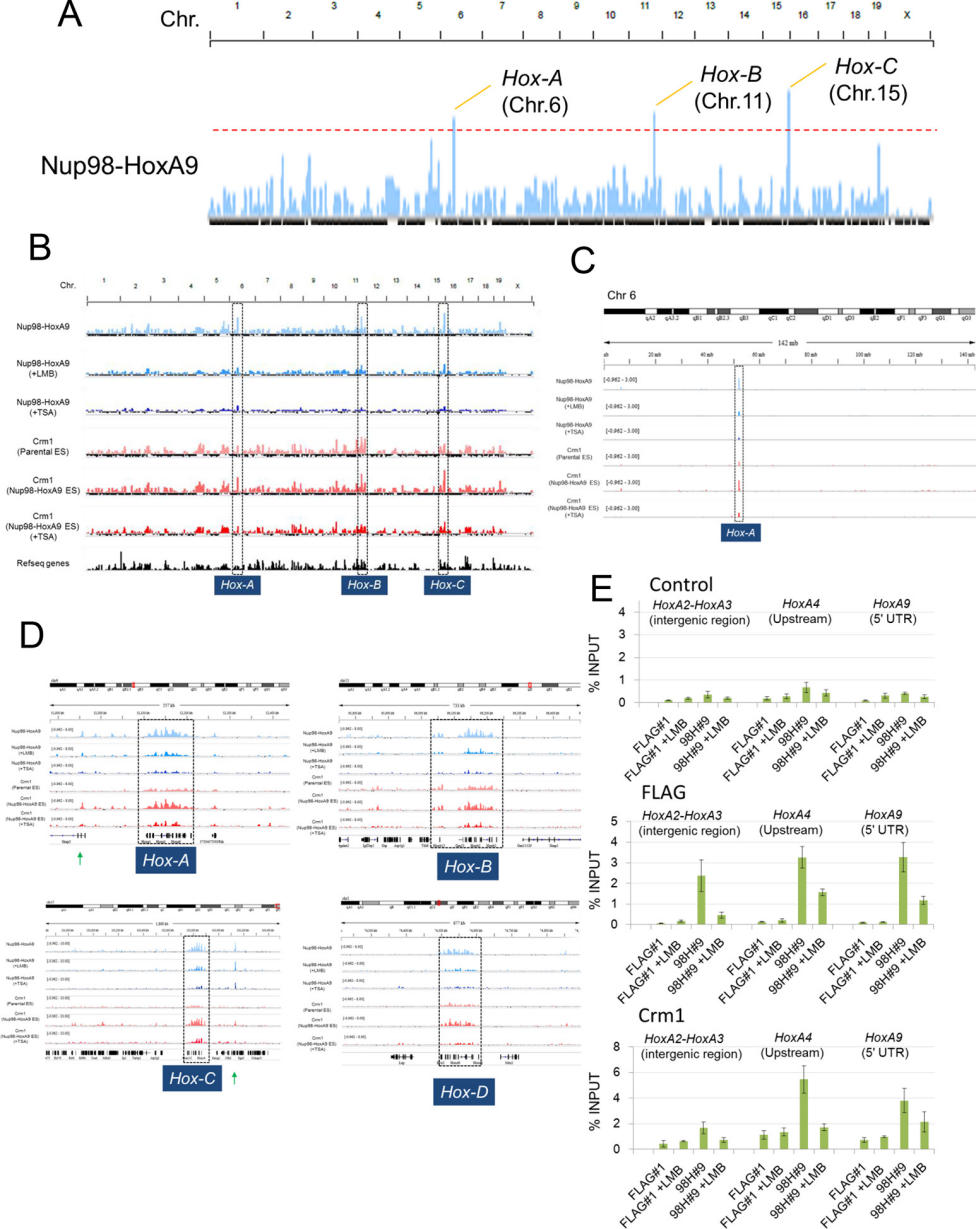
Nup98-HoxA9 is highly selectively targeted to *Hox* cluster regions through the chromatin-associated Crm1. (**A–D**) ChIP-seq analysis of Nup98-HoxA9 or Crm1 (A, B: whole genome; C: chromosome 6; D: *Hox* cluster regions). The parental ES or Nup98-HoxA9 ES cells were cultured either in the absence or presence of LMB (5 nM, 2 hr) or TSA (50 nM, 24 hr) and used for ChIP-seq analysis. Also in (**D**) are regions that show Crm1 signals only when Nup98-HoxA9 is expressed (eg. green arrows point to regions next to *Hox-A* and *Hox-C*). (**E**) ChIP-qPCR analysis of FLAG-Nup98-HoxA9 and Crm1. Data are mean values ± standard error of the mean of three independent experiments. ChIP-seq, ChIP sequencing; ES, embryonic stem; LMB, leptomycin B; qPCR, quantitative polymerase chain reaction; TSA, trichostatin A. **DOI:** http://dx.doi.org/10.7554/eLife.09540.015

**Figure 5—figure supplement 1.**
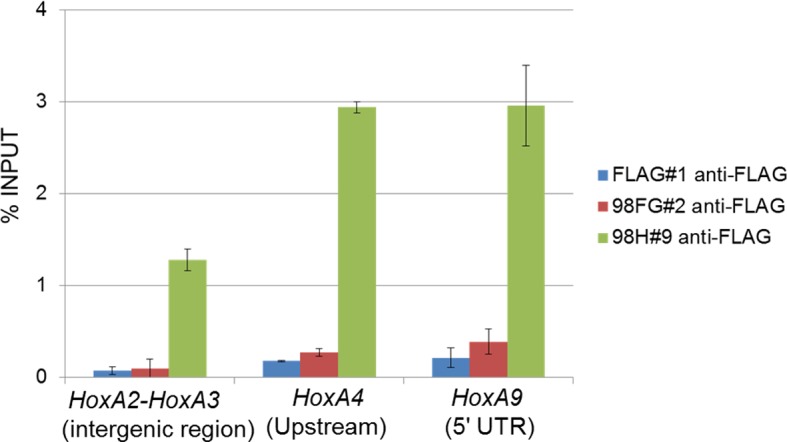
Binding of Nup98FG or Nup98HoxA9 to *Hox-A* cluster region. ChIP-qPCR analysis of control (FLAG), Nup98FG (98FG), and Nup98-HoxA9 (98H) expressing ES cells. ChIP-qPCR analysis was performed using an anti-FLAG antibody. Data are mean values ± standard error of the mean of three independent experiments. ChIP-seq, ChIP-sequencing; qPCR, quantitative polymerase chain reaction. **DOI:** http://dx.doi.org/10.7554/eLife.09540.016

### Chromosomally prebound Crm1 recruits Nup98-HoxA9 to *Hox* cluster regions

Next, we examined whether Crm1 could bind *Hox* cluster regions using ChIP-seq analysis. Unexpectedly, we found that in parental ES cells, the endogenous Crm1 bound to all *Hox* regions including *Hox-A, B, C,* and *D* (Figure 5B–D), which were almost the same sites as those occupied by Nup98-HoxA9. Moreover, the binding of Crm1 to *Hox* cluster regions was significantly elevated in Nup98-HoxA9 ES cells (Figure 5B–E). Furthermore, LMB treatment induced a drastic decrease of Nup98-HoxA9 binding to *Hox* clusters (Figure 5B–E). These results indicate that Nup98-HoxA9 forms higher order nuclear structures containing Crm1 on *Hox* cluster regions to induce *Hox* gene activation.

### Genome-wide characterization of Nup98-HoxA9 and Crm1 binding sites

Next, we characterized the chromatin binding sites of FLAG-Nup98-HoxA9 and their overlap with Crm1-binding sites on a genome-wide scale. Aggregation plot revealed that the peak of FLAG-Nup98-HoxA9 binding site was severely diminished but not shifted by LMB treatment (Figure 6A, left top). Furthermore, FLAG-Nup98-HoxA9 was preferentially targeted to the chromatin sites that originally bound Crm1 (the Crm1 binding site in control ES cells) (Figure 6A, right top). Aggregation plots of the Crm1 binding signal revealed that the peak of Crm1 binding was not shifted, but rather significantly enhanced by the expression of FLAG-Nup98-HoxA9 (Figure 6A, left bottom). In addition, the Crm1 signal also accumulated at the FLAG-Nup98-HoxA9 binding site (Figure 6A, right bottom). Statistical analyses confirmed these results (Figure 6B). We also performed an analysis of the target genes that bound FLAG-Nup98-HoxA9 or Crm1 (Figure 6C, Figure 6—figure supplement 1). As expected, the number of FLAG-Nup98-HoxA9 target genes was severely decreased by LMB treatment (Figure 6—figure supplement 1, top left). On the other hand, the number of Crm1 target genes were significantly increased by the expression of FLAG-Nup98-HoxA9; however, the majority of these genes were not overlapping (Figure 6C, Figure 6—figure supplement 1, top right), examples of which were observed in the vicinity of *Hox*-cluster regions (Figure 5D, see green arrows near *Hox-A (Skap2*) or *Hox-C* cluster). In these regions, it is likely that FLAG-Nup98-HoxA9 first binds to chromatin loci where Crm1 is not present, and then, Crm1 is recruited to FLAG-Nup98-HoxA9-bound sites, which results in the increase of Crm1-target genes on a whole genome level (Figure 6C, Figure 6—figure supplement 1, compare bottom two panels). Therefore, these results demonstrate that both chromatin-bound Crm1 and FLAG-Nup98-HoxA9 can recruit each other.

**Figure 6.**
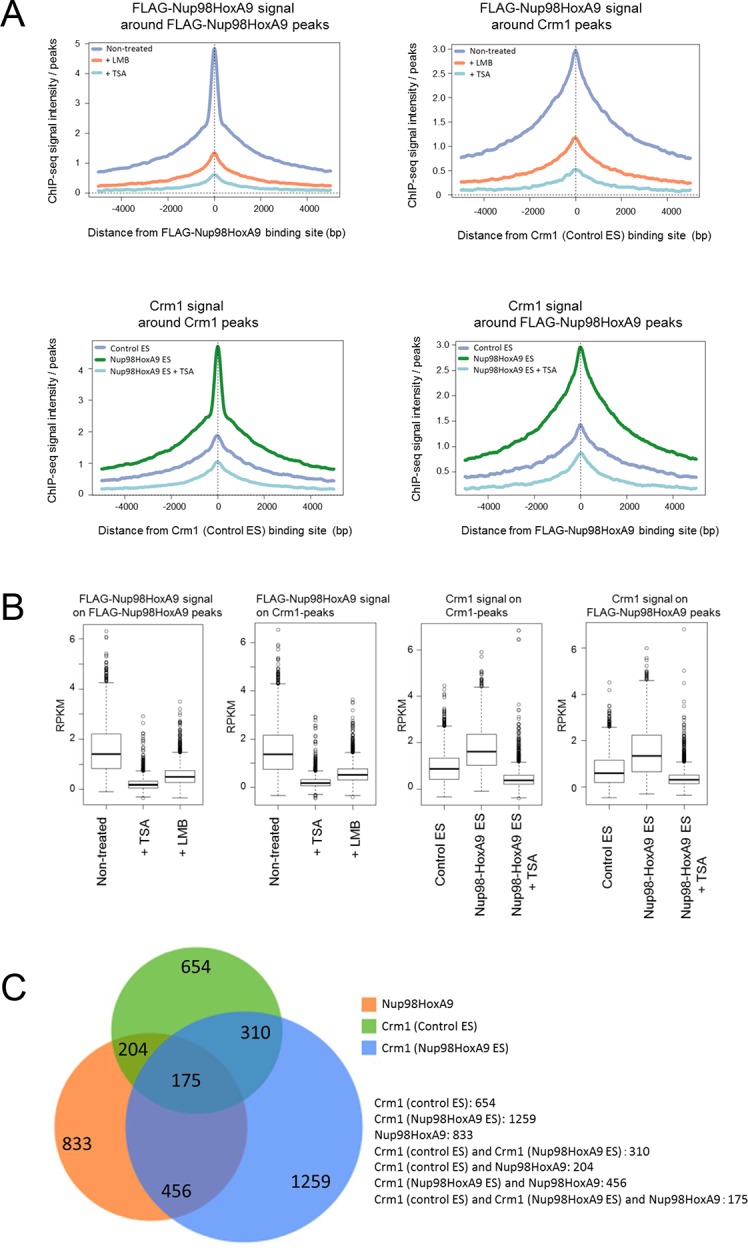
Genome-wide analysis of FLAG-Nup98-HoxA9 and Crm1 binding sites. (**A**) Aggregation plots of FLAG-Nup98-HoxA9 and Crm1 binding sites. FLAG-Nup98-HoxA9 binding signals in untreated, LMB-treated, and TSA-treated cells are mapped against either FLAG-Nup98-HoxA9 (top, left) or Crm1 binding sites (top, right) of untreated cells. Crm1 binding signals in control, Nup98-HoxA9 ES cells, and TSA-treated Nup98-HoxA9 ES cells were mapped against either Crm1 (bottom, left) or FLAG-Nup98-HoxA9 binding sites (bottom, right) of untreated cells. (**B**) Box plot showing FLAG-Nup98-HoxA9 signals (RPKM, reads per kilobase per million mapped reads) in untreated, TSA-treated, and LMB-treated cells either around FLAG-Nup98-HoxA9 binding sites (upstream 2 kb to downstream 2 kb) in untreated Nup98-HoxA9 ES cells or around Crm1 binding sites (upstream 2 kb to downstream 2 kb) in control ES cells, or Crm1 signals (RPKM) in control ES, Nup98-HoxA9 ES, and TSA-treated Nup98-HoxA9 ES cells around Crm1 binding sites (upstream 2 kb to downstream 2kb) in control ES cells, or around FLAG-Nup98-HoxA9 binding sites in untreated Nup98-HoxA9 ES cells. (**C**) Venn diagrams showing the overlap between genes associated with FLAG-Nup98-HoxA9, Crm1 in control ES, and Crm1 in Nup98-HoxA9 ES. Genes that contained FLAG-Nup98-HoxA9 or Crm1 binding site(s) within 5000 bp upstream and 1000 bp downstream of the TSS were analyzed. The numbers indicate the number of genes in each category. ES, embryonic stem; LMB, leptomycin B; TSA, trichostatin A; TSS, transcription start site. **DOI:** http://dx.doi.org/10.7554/eLife.09540.017

**Figure 6—figure supplement 1.**
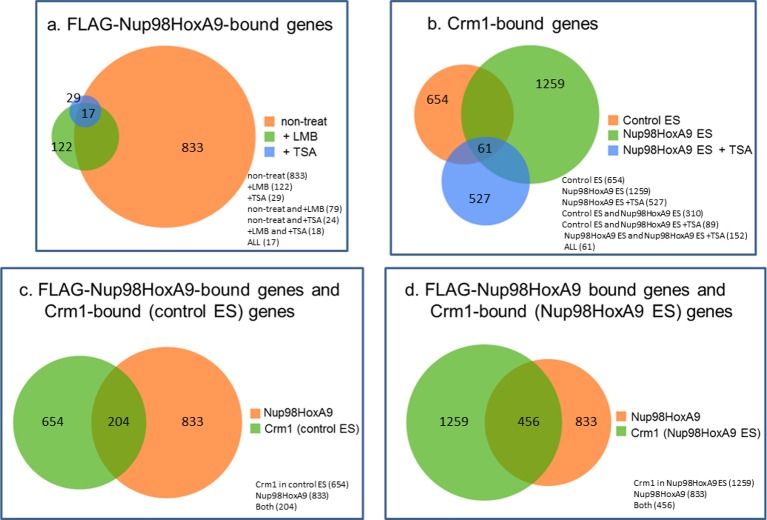
Venn diagrams showing the overlap between genes associated with FLAG-Nup98-HoxA9 and/or Crm1 in various cell lines or at different culture conditions. Genes that contained FLAG-Nup98-HoxA9 or Crm1 binding site(s) within 5000 bp upstream and 1000 bp downstream of the TSS were analyzed. (a) Overlap of FLAG-Nup98-HoxA9-bound genes in untreated, LMB-, or TSA-treated cells. The number of genes for each category is indicated. (b) Overlap of Crm1-bound genes in control, Nup98-HoxA9, and TSA-treated Nup98-HoxA9 ES cells. (C and D) Overlap of FLAG-Nup98-HoxA9 and Crm1-bound genes in control (c) or Nup98-HoxA9 (d) ES cells. ES, embryonic stem; LMB, leptomycin B; TSA, trichostatin A; TSS, transcription start site. **DOI:** http://dx.doi.org/10.7554/eLife.09540.018

### Binding of Nup98-HoxA9 and Crm1 to chromatin is sensitive to TSA treatment

Our results so far suggest that Nup98-HoxA9 is targeted to Crm1 that associates with specific chromatin modifications. Therefore, we examined the effects of various epigenetic inhibitors on nuclear Nup98-HoxA9 dots. While most of these agents only showed a minor effect on the localization pattern of Nup98-HoxA9 (Figure 7A), trichostatin A (TSA) treatment caused a drastic redistribution of FLAG-Nup98-HoxA9, a significant increase in the number and a significant decrease in the size of dots, which mimicked that observed in HeLa cells (Figure 7B), concomitant with the redistribution of endogenous Crm1 (Figure 7—figure supplement 1). We also confirmed that TSA treatment caused an upregulation of the FLAG-Nup98-HoxA9 protein and mRNA (Figure 7—figure supplement 2), which occurred presumably due to the reactivation of partially silenced transgenes cloned in the Tol2 transposon vector. A similar phenomenon was also observed in the case of transgenes created by the Sleeping Beauty transposon (Garrison et al., 2007). Next, we examined the effects of TSA treatment on the genome-wide chromatin binding of Crm1 or FLAG-Nup98-HoxA9. Unexpectedly, despite the increase in the FLAG-Nup98-HoxA9 protein level, TSA treatment caused a drastic decrease in the binding of Nup98-HoxA9 and Crm1 to chromatin (Figure 6A,B), which was also obvious in *Hox* cluster regions (Figure 5B–D). Furthermore, our ChIP-qPCR analysis showed that the binding of endogenous Crm1 to *Hox-A* cluster in control ES cells was also sensitive to TSA treatment (Figure 7—figure supplement 3).

**Figure 7.**
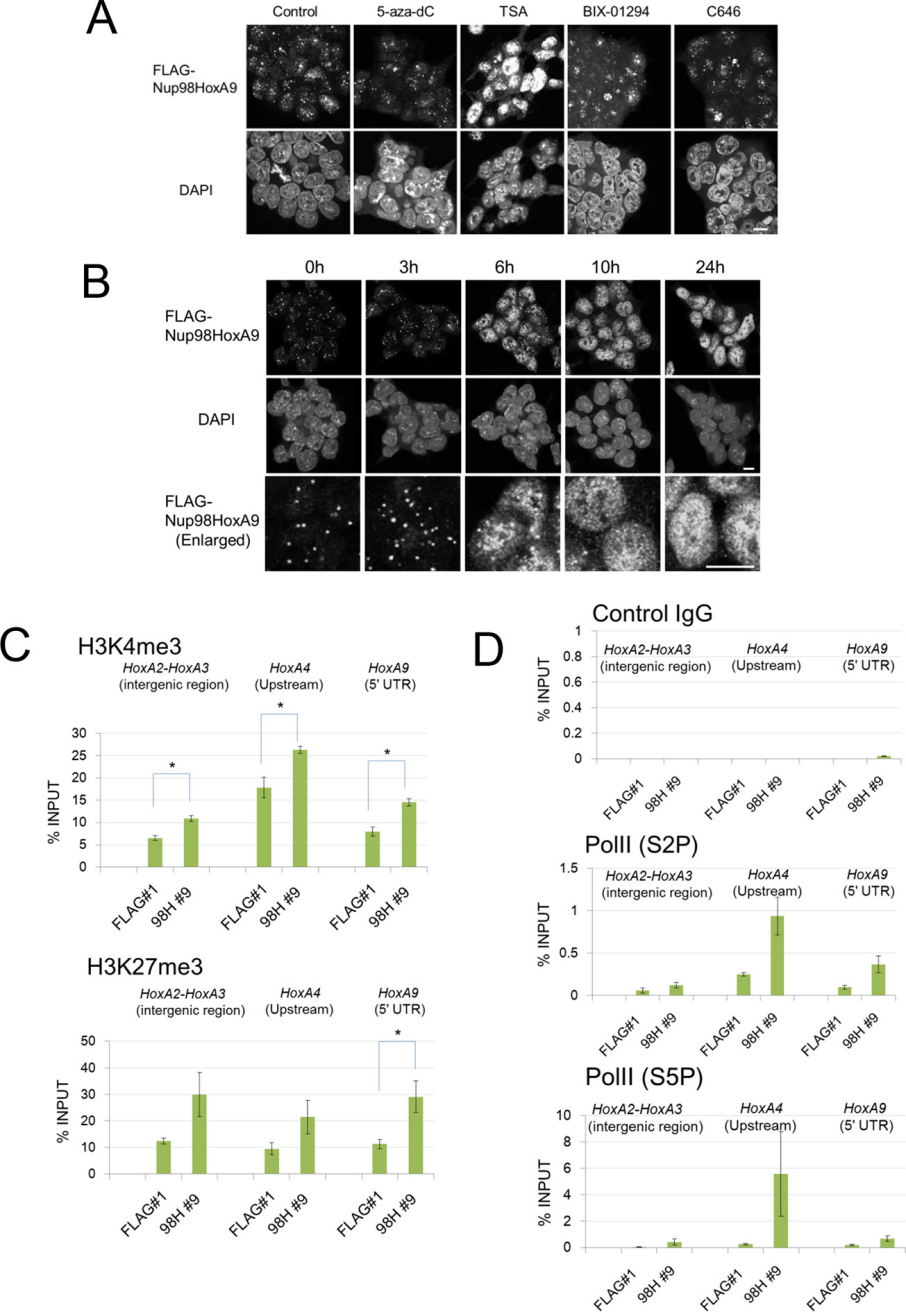
Epigenetic status and chromatin binding of Nup98-HoxA9/Crm1. (**A**) Effect of various epigenetic inhibitors on the localization of Nup98-HoxA9. Epigenetic effectors; 5-aza-dC (an inhibitor of DNA methyltransferase), TSA (an inhibitor of histone deacetylases), BIX-1294 (an inhibitor of the G9a histone methyltransferase), and C646 (an inhibitor of the histone acetyltransferase p300). Immunostaining of FLAG-Nup98-HoxA9 ES cells was performed upon treatment with either 5-aza-dC (2 μM), TSA (100 nM), BIX-01294 (10 μM) or C646 (25 μM) for 24 hr. Nuclei were stained with DAPI. Bar, 10 μm. (**B**) Time-course of the Nup98-HoxA9 localization upon TSA (50 nM) treatment. Nuclei were stained with DAPI. Bar, 10 μm. (**C**) The effect of Nup98-HoxA9 expression on the histone modification of the *Hox-A* cluster region. ChIP-qPCR analysis was performed using an anti-H3K4me3 or an anti-H3K27me3 antibody. Data are mean values ± standard error of the mean of three independent experiments. Statistical significance was evaluated with the Student t test. ∗p < 0.05. (**D**) RNAPII recruitment at *Hox* cluster region. ChIP-qPCR analysis was performed using anti-PolII (S2P) or anti-PolII (S5P) antibody. Data are mean values ± standard error of the mean of three independent experiments. 5-aza-dC, 5-Aza-2'-deoxycytidine; ChIP, chromatin immunoprecipitation; DAPI, 4',6-diamidino-2-phenylindole; qPCR, quantitative polymerase chain reaction; TSA, trichostatin A. **DOI:** http://dx.doi.org/10.7554/eLife.09540.019

**Figure 7—figure supplement 1.**
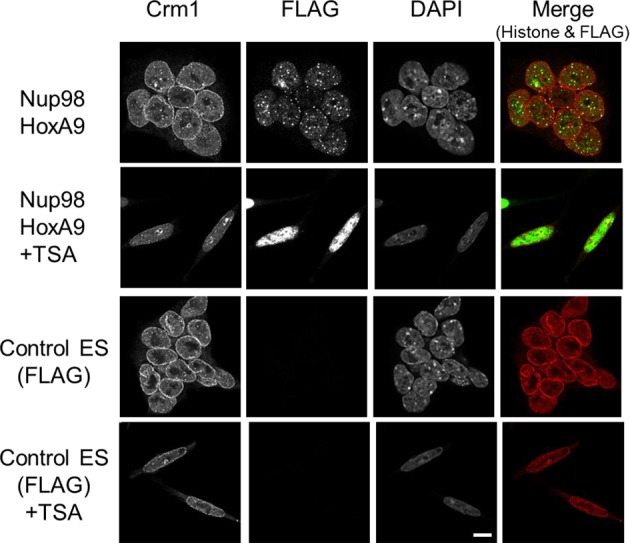
Effect of TSA treatment on the subcellular localization of Crm1. Control ES or Nup98-HoxA9 expressing ES cells were cultured in the presence or absence of 50 nM TSA for 24 hr. Then, the cells were fixed and stained with antibodies against FLAG (M2) and Crm1. Merged images of FLAG (green) and Crm1 (red) are shown. Nuclei were stained with DAPI. Bar, 10 μm. DAPI, 4',6-diamidino-2-phenylindole; ES, embryonic stem; TSA, trichostatin A. **DOI:** http://dx.doi.org/10.7554/eLife.09540.020

**Figure 7—figure supplement 2.**
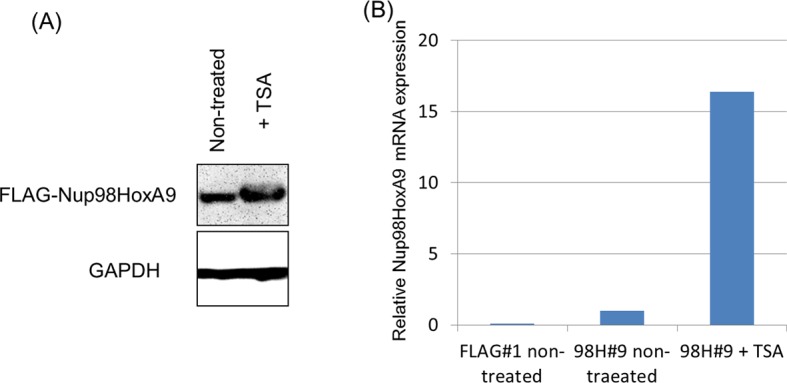
Effect of TSA treatment on the expression of FLAG-Nup98-HoxA9. Immunoblotting (**A**) or qPCR (**B**) indicated upregulation of FLAG-Nup98-HoxA9 by TSA treatment at a low dose. (**A**) Cell extracts of untreated or TSA-treated (50 nM, 24 hr) Nup98-HoxA9 ES cells (equivalent of 10^5^ cells) were loaded into corresponding lanes. Immunoblotting was performed using an anti-FLAG or an anti-GAPDH antibody. (**B**) qPCR analysis of *Nup98-HoxA9* mRNA expression levels. The values were normalized to *GAPDH* mRNA expression levels. mRNA, messenger RNA; qPCR, quantitative polymerase chain reaction; TSA, trichostatin A. **DOI:** http://dx.doi.org/10.7554/eLife.09540.021

**Figure 7—figure supplement 3.**
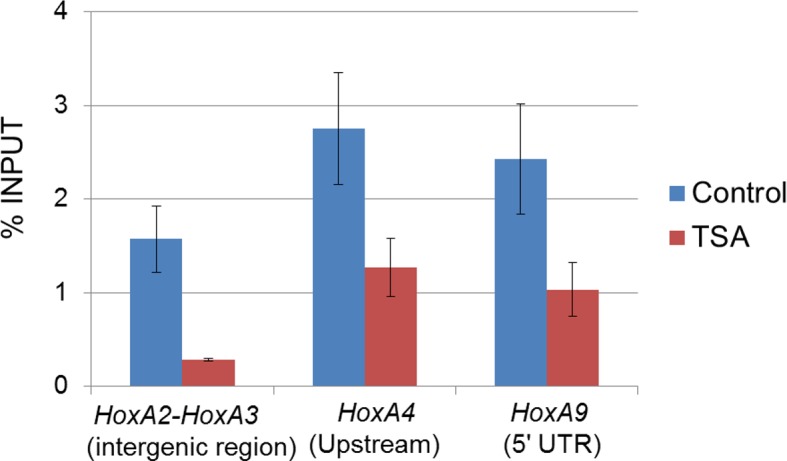
Effect of TSA treatment on Crm1 binding to the *Hox-A* cluster region in control ES cells. Control ES cells (FLAG #1) were cultured in the presence or absence of 50 nM TSA for 24 hr. ChIP-qPCR analysis was performed using an anti-Crm1 antibody. Data are mean values ± standard error of the mean of three independent experiments. ChIP, chromatin immunoprecipitation; ES, embryonic stem; qPCR, quantitative polymerase chain reaction; TSA, trichostatin A. **DOI:** http://dx.doi.org/10.7554/eLife.09540.022

**Figure 7—figure supplement 4.**
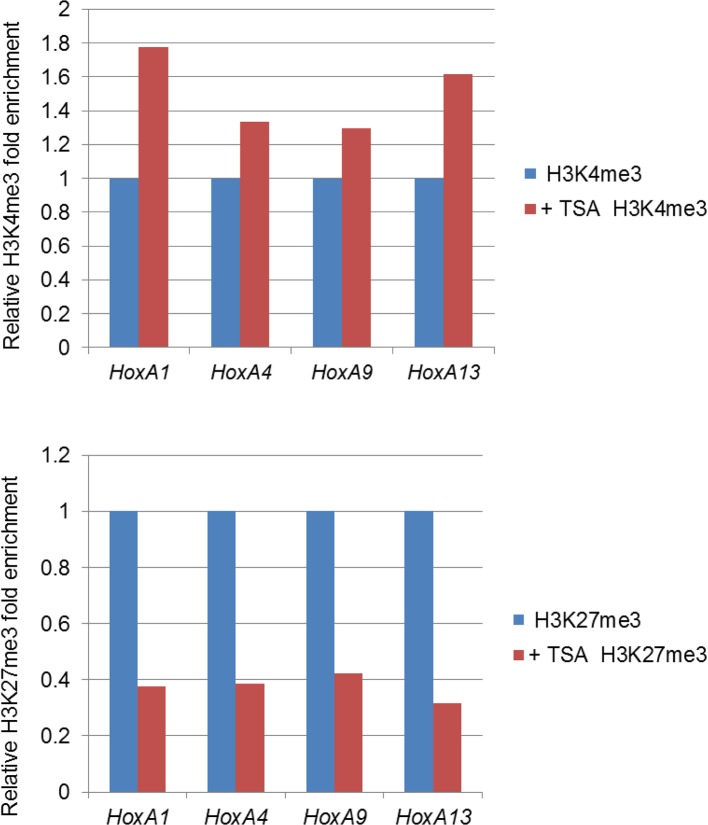
Effect of TSA treatment on histone modifications of the *Hox-A* cluster region. Control ES cells (FLAG #1) were cultured either in the absence or presence of 50 nM TSA for 24 hr. ChIP-qPCR analysis was performed using an anti-H3K4me3 or an anti-H3K27me3 antibody. ChIP, chromatin immunoprecipitation; ES, embryonic stem; qPCR, quantitative polymerase chain reaction; TSA, trichostatin A **DOI:** http://dx.doi.org/10.7554/eLife.09540.023

### Effect of TSA treatment on the chromatin structure of *Hox* cluster regions

It is known that TSA treatment causes differential effects on the epigenetic status of chromatin depending on the dosage, duration, cell-type, and target genes. Interestingly, it is known that treatment of ES cells with TSA at a concentration of 50 nM drastically affects bivalent histone modifications H3K4me3 (upregulation) and H3K27me3 (downregulation), in addition to the acetylation (Karantzali et al., 2008). Since bivalent histone marks are critical for the regulation of *Hox* cluster genes in ES cells (Mikkelsen et al., 2007, Pan et al., 2007, Zhao et al., 2007), we speculate that TSA treatment may dramatically modulate the epigenetic status of *Hox* cluster regions. Indeed, as shown in Figure 7—figure supplement 4, TSA treatment caused a moderate upregulation of H3K4me3 and a robust decrease of H3K27me3 on the promoter region of *Hox-A* cluster genes, which is in line with a previous report (Karantzali et al., 2008). These results suggest that inactive histone marks, including H3K27me3, are important for the recruitment of Crm1 and FLAG-Nup98-HoxA9 to the *Hox-A* cluster region.

### Nup98-HoxA9 binding causes epigenetic modifications and recruitment of RNA polymerase II onto *Hox-A* cluster

We then compared the epigenetic status of the *Hox-A* region in Nup98-HoxA9 and parental ES cells. We revealed that Nup98-HoxA9 ES cells exhibited significantly higher levels of H3K4me3, an active histone modification, in all tested *Hox* regions (Figure 7C). On the other hand, enhanced levels of H3K27me3 were significant only on the *HoxA9* 5'UTR exon (Figure 7C). Furthermore, ChIP-qPCR analysis of phospho-CTD isoforms of RNA polymerase II (RNAPII) revealed that the binding of both S5P (initiating) and S2P (elongating) forms of RNAPII to the *Hox-A* cluster regions increased in the Nup98-HoxA9 ES cells compared with parental ES cells (Figure 7D).

Collectively, our results suggest that Crm1 may associate with *Hox* genes via inactive histone marks, such as H3K27me3, and subsequently, Nup98-HoxA9 may form a local higher order chromatin structure on Crm1 binding sites to further recruit active histone modifier(s) and RNAPII to induce a selective upregulation of *Hox* genes.

## Discussion

Our findings reveal that Nup98-HoxA9 is selectively recruited to *Hox* cluster regions via its interaction with Crm1 to induce gene expression in ES cells. Although activation of several *Hox* genes by Nup98-HoxA9 has been previously reported in other types of cells (Calvo et al., 2002; Takeda et al., 2006; Ghannam et al., 2004), those effects were relatively weak and not highly specific, which is in contrast to the pronounced changes observed in our present study. We believe that such variable outcomes could stem from two possible reasons. First, the chromatin structure, epigenetic status or chromatin-bound protein complexes of *Hox* cluster regions may be dissimilar in different cell types, causing varying susceptibility to Nup98-HoxA9-mediated chromatin modifications. Second, the association status of Crm1 with *Hox* cluster gene loci, which is a prerequisite for the selective deregulation of *Hox* cluster genes, may be differentially modulated in different cell types, causing cell type-specific variability in the Nup98-HoxA9-mediated gene expression.

Notably, although both FG repeats of Nup153 and Nup214 are known to interact with Crm1 (Roloff et al., 2013; Nakielny et al., 1999; Fornerod et al., 1997), we found that these fusions, Nup153-HoxA9 and Nup214-HoxA9, failed to activate *Hox* cluster genes. Thus, our results suggest that the ability of Nup98 FG repeats to form nuclear dot-like structures is critical in *Hox* gene activation. We propose a model whereby the interaction of Nup98-HoxA9 with prebound Crm1 induces the alteration of chromatin structures specifically on *Hox* cluster regions and this modification, in turn, causes robust activation of gene expression.

It is known that *Hox* clusters in ES cells harbor a distinctive long-range histone modification signature called the bivalent motif, which possesses both transcriptionally active H3K4me3 and repressive H3K27me3 marks (Bernstein et al., 2006; Mikkelsen et al., 2007). This modification is maintained through the activity of polycomb complexes (Schwartz and Pirrotta, 2007). Our results demonstrate that Nup98-HoxA9/Crm1 binding to *Hox* region is sensitive to TSA treatment, which results in a robust decrease of the H3K27me3 mark on *Hox* cluster genes. Moreover, the expression of Nup98-HoxA9 causes a significant increase of the active histone mark H3K4me3 on *Hox* cluster region genes. Previously, it was reported that the FG repeat region of Nup98 interacts with histone acetyltransferases CBP and p300 (Kasper et al., 1999). In addition, MBD-R2/NSL and Trx histone modifying complexes have been demonstrated to interact with full-length Nup98 in fly (Pascual-Garcia et al., 2014). Thus, we speculate that Nup98-HoxA9 first binds to facultative heterochromatin and then recruits histone and/or chromatin modifying enzymes to induce active histone modifications and a subsequent activation of *Hox* cluster genes. Importantly, in CD133+ hematopoietic stem cells, histone modifications of *Hox-A* and *Hox-B* loci are also bivalent (Cui et al., 2009), suggesting that *Hox* cluster genes are similarly regulated both in ES and hematopoietic progenitor cells.

Selective activation of *Hox* genes has also been reported in other Nup98-fusions, Nup98-NSD1 and Nup98-Jarid1a, in myeloid progenitor cells (Wang et al., 2007, Wang et al., 2009). Mechanistically, Nup98-NSD1 binds to the promoter region of *Hox-A* cluster genes and modifies histones via its H3K36 methyltransferase activity (Wang et al., 2007). Similarly, Nup98-Jarid1a binds to di- or tri-methylated H3K4 of the *Hox-A* cluster region through its plant homeodomain (PHD) finger domain and causes deregulation of *Hox* genes activation (Wang et al., 2009). However, it remained unclear how the expression of these Nup98-fusions actually causes selective activation of *Hox* genes. Our results suggest that chromosome prebound Crm1 may recruit Nup98-NSD1, Nup98-Jarid1a, and possibly other Nup98-fusions to specific *Hox* cluster genes loci through its interaction with the Nup98FG repeat, which commonly exists in all Nup98-fusions. Unexpectedly, our data showed that Nup98FG could only weakly bind to *Hox-A* cluster region (Figure 5—figure supplement 1). However, since Nup98FG dots are frequently localized within the nucleolus (data not shown), and Nup98FG is more prone to form nuclear aggregates than Nup98-HoxA9 with only a weak nucleoplasmic diffuse staining (see Figure 2B), we speculate that Nup98FG is hardly accessible to the genomic DNA, including the *Hox* cluster region, when expressed by itself.

Notably, a recent report (Conway et al., 2014) also demonstrated that Crm1 binds to the *HoxA9* and *HoxA10* gene regions, both in human leukemia cell line and immortalized mouse embryonic fibroblast cell line. Conway et al. (2014) further showed that Crm1 recruits CALM-AF10 fusion through its interaction with the nuclear export signal on CALM to activate *Hox* gene expression. Thus, the association of Crm1 with *Hox* loci could be a common molecular basis for aberrant *Hox* gene dysregulation mediated by numerous leukemic fusions.

## Materials and methods

### Cell culture

HeLa cells and NIH3T3 cells were cultured in the Dulbecco's modified Eagle’s medium (DMEM; Sigma-Aldrich, St. Louis, MO) supplemented with 10% fetal bovine serum (FBS). The parental EB3 ES cells (Niwa et al., 2002; Ogawa et al., 2004) and their derivatives were cultured on gelatin-coated dishes in DMEM supplemented with 10% FBS, 10 mM MEM non-essential amino acids (Life Technologies, Carlsbad, CA), 100 mM sodium pyruvate (Life Technologies), 0.1 mM β-mercaptoethanol (Life Technologies), and LIF at 37°C in 5% CO_2_ atmosphere.

### Antibodies

The following mouse monoclonal antibodies against specific histone modifications were used in this study: anti-H3K4me3, anti-H3K27me3, anti-H3K9me2, and anti-H3K9me3 (Kimura et al., 2008). Rat monoclonal Pol II antibodies to site specific phosphorylation used in this study were as follows; Anti-Pol II (S2P), Anti-Pol II (S5P) (Odawara et al., 2011). The anti-FLAG (M2, #F1804) and anti-FLAG (polyclonal, #F7425) antibodies were purchased from Sigma-Aldrich. The anti-Crm1antibody (#NB100-79802) was purchased from Novus Biologicals (Littleton, CO). The anti-Nup98 antibody is as described (Fukuhara et al., 2005).

### Plasmids

To generate EGFP-Nup98FG, EGFP-Nup98-HoxA9, and EGFP-HoxA9-Ct mammalian expression vectors, the coding sequences for N-terminus of human Nup98 (A.A. 1–469), C-terminus of HoxA9 (A.A. 164–272), Nup98-HoxA9 (combination of N-terminus of human Nup98 and C-terminus of HoxA9 were amplified and cloned into the pEGFP-C1 vector (Clontech, Mountain View, CA). Sequences were verified by sequencing analysis. The Tol2-based Nup-fusion expression vectors were generated by inserting coding sequences for Nup98-HoxA9, Nup98FG (A.A. 1–469), HoxA9-Ct (A.A. 164–272), HoxA9 (full length), Nup214-HoxA9 (a fusion between Nup214 (A.A.1605–2090) and HoxA9-Ct), Nup153-HoxA9 (a fusion between Nup153 (A.A.1118–1475) and HoxA9-Ct) into the pT2A-CMH, a Tol2 transposon-based vector containing a multiple cloning site (Oka et al., 2013). The coding regions of the inserted cDNA molecules were verified by sequencing analysis.

### Transfection and generation of stable clones

For transient transfection assays, cells were plated into 35-mm dishes and transfected with plasmid DNA using lipofectamine 2000 (Life Technologies). Generation of stable ES cell lines expressing a transgene was performed as described previously (Oka et al., 2013). Briefly, ES cells were co-transfected with pCAGGS-m2TP, which is an expression vector for Tol2 transposase, and the Tol2 transposon-based pT2A-CMH expression vector containing various inserted cDNA sequences. After 2 d, cells were re-plated into the ES-LIF medium containing hygromycin B (200 μg/ml). The medium was changed every other day until the appearance of colonies. Colonies were picked and the expression product of the transgenes was confirmed by western blotting and immunofluorescence staining.

### Immunofluorescence staining and confocal microscopy

Cells were grown on coverslips and fixed with 3.7% formaldehyde in phosphate-buffered saline (PBS) for 15 min at room temperature. After treatment with 0.5% Triton X-100 in PBS for 5 min, the cells were incubated in blocking buffer (3% skim milk in PBS) for 30 min and again incubated with primary antibodies overnight at 4°C. After washing with PBS, cells were incubated with Alexa Flour 488– and/or 594– conjugated secondary antibodies (Life Technologies) for 30 min. The cells were then stained with DAPI and the coverslips were mounted with Vectashield (Vector Laboratories, Burlingame, CA). Images were acquired using FV1000 (Olympus) or SP8 (Leica) confocal microscopes.

### Microarray analysis

Microarray analysis was performed using total RNA prepared from indicated ES cell clones using the TRIzol reagent (Invitrogen Carlsbad, CA) as follows: cyanine-3 (Cy3) labeled complementary RNA (cRNA) was prepared from 0.1 μg total RNA using the Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA) according to the manufacturer's instructions, followed by RNAeasy column purification (Qiagen, Valencia, CA). Cy3-labeled cRNA (0.6 μg) was fragmented and hybridized to SurePrint G3 Mouse GE 8×60K Microarray (Agilent Technologies) for 17 hr at 65°C in a rotating Agilent hybridization oven. After hybridization, microarrays were washed for 1 min at room temperature with GE Wash Buffer 1 (Agilent Technologies), then for 1 min with GE Wash buffer 2 (Agilent Technologies) at 37°C, and dried immediately by brief centrifugation. Slides were scanned immediately on the Agilent DNA Microarray Scanner (G2505C) using one color scan setting for 8× 60k array slides (scan area 61 × 21.6 mm, scan resolution 3 µm, dye channel was set to Green and Green PMT was set to 100%). The scanned images were analyzed with the Feature Extraction Software 10.10.1.1 (Agilent Technologies) using default parameters to obtain background subtracted and spatially detrended processed signal intensities.

### RT-PCR and qPCR

Total RNA was extracted from ES cells using the TRIzol reagent (Invitrogen) and used for cDNA synthesis with the Transcriptor First Strand cDNA Synthesis kit (Roche Applied Science, Mannheim, Germany) or PrimeScript 1st strand cDNA Synthesis Kit (Takara Bio, Otsu, Japan). All procedures were conducted according to the manufacturer's recommendations. RT-PCR was performed using KOD plus DNA polymerase (Toyobo, Osaka, Japan).

qPCR analysis was performed on a 384-well plate with QuantStudio 6 Flex Real-Time PCR System (Life Technologies) using Power SYBR® Green PCR Master Mix (Applied Biosystems, Foster City, CA). As for mRNA expression levels, the relative expression levels were normalized using *GAPDH* mRNA levels as control. The primer sequences are listed in Supplementary file 1.

### ChIP analysis

Cells were fixed in a medium containing 0.5% formaldehyde at room temperature for 5 min. After washing with ice-cold PBS twice, cells were resuspended in the ChIP buffer (10 mM Tris-HCl [pH 8.0], 200 mM KCl, 1 mM CaCl_2_, 0.5% NP40) containing protease inhibitors (aprotinin, leupeptin, pepstatin A at a concentration of 1 μg/ml each) and briefly sonicated (Branson 250D sonifier, Branson Ultrasonics, Danbury, CT). After centrifugation, the supernatants containing chromatin were digested with 3 units/ml micrococcal nuclease (Worthington Biochemical, Lakewood, NJ) for 40 min at 37°C, and the reaction was stopped with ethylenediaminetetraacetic acid (EDTA; final concentration of 10 mM). Enzyme-treated supernatants were incubated with anti-mouse or anti-rabbit IgG magnetic beads (Dynabeads, Life Technologies) preincubated with anti-FLAG (M2), anti-Crm1, or anti-histone modification antibodies (2 μg) for 6 hr. (For Pol II ChIP, we first incubated the beads with rabbit anti-Rat IgG antibody [Jackson Immuno Research, West Grove, PA] before its incubation with phospho-specific Pol II antibodies.) The beads were washed thoroughly twice with each of the following three buffers, ChIP buffer, ChIP wash buffer (10 mM Tris-HCl [pH 8.0], 500 mM KCl, 1 mM CaCl_2_, 0.5% NP40), and TE buffer (10 mM Tris-HCl [pH 8.0], 1 mM EDTA), and eluted in the elution buffer containing 50 mM Tris-HCl (pH 8.0), 10 mM EDTA, and 1% sodium dodecyl sulfate overnight at 65°C. DNA was recovered using the DNA gel extraction kit (Promega, Madison, WI) and used for ChIP-qPCR analysis or ChIP-seq analysis.

### ChIP sequencing

The ChIP library was prepared according to the Illumina protocol and sequenced on the Illumina HiSeq1500 system. The sequence reads were uniquely mapped to the reference mouse genome (mm9) using Bowtie 2 software (version 2.2.2) with default parameter (Langmead and Salzberg, 2012). PCR duplicates were removed from mapped reads using SAMtools (version 0.1.19).

### ChIP-seq data analysis

The mapped reads of ChIP and input DNA control data were counted in non-overlapping 200 base windows on the genome and the counts were normalized as RPM (read per million). We then calculated normalized ChIP-Seq signal intensities on each window as RPM difference between ChIP and input DNA control data (RPM_ChIP_ – RPM_input_). We used MACS (version 2.0.10) with the default parameters to detect ChIP-Seq signal enriched regions.

### Accession numbers

The microarray data have been deposited in the Gene Expression Omnibus (GEO) database under the series entry GSE67967. The ChIP-Seq data are accessible through GEO Series accession number GSE68783.

# Supplementary material for: Chromatin-prebound Crm1 recruits Nup98-HoxA9 fusion to induce aberrant expression of Hox cluster genes
**Source:** eLife. 2016 Jan 7;5:e09540. doi: 10.7554/eLife.09540
**Supplement:** Supplementary file 1. — DOI: http://dx.doi.org/10.7554/eLife.09540.024

| Gene/primer name | Forward (5' to 3') | Reverse (5' to 3') |  |
| --- | --- | --- | --- |
| *Oct4* | TAGGTGAGCCGTCTTTCCAC | GCTTAGCCAGGTTCGAGGAT | RT-qPCR |
| *Nanog* | TTGCTTACAAGGGTCTGCTACT | ACTGGTAGAAGAATCAGGGCT | RT-qPCR |
| *Gapdh* | AGGTCGGTGTGAACGGATTTG | TGTAGACCATGTAGTTGAGGTCA | RT-qPCR |
| *HoxA1* | GAGCTGCTTGGTGGTGAAAT | GCAGACCTTTGACTGGATGA | RT-qPCR |
| *HoxA3* | TCTTAACATGGAGGGAGCCA | TCTGAAGGCTACGTGTGCTG | RT-PCR |
| *HoxA4* | ggtggtgtacccctggatga | gacttgctgccgggtatagg | RT-PCR, RT-qPCR |
| *HoxA5* | CAGGGTCTGGTAGCGAGTGT | CTCAGCCCCAGATCTACCC | RT-PCR |
| *HoxA6* | GTCTGGTAGCGCGTGTAGGT | CCCTGTTTACCCCTGGATG | RT-PCR |
| *HoxA7* | CTTCTCCAGTTCCAGCGTCT | AAGCCAGTTTCCGCATCTAC | RT-PCR, RT-qPCR |
| *HoxA9* | ccacgcttgacactcacact | gctctcattctcggcattgt | RT-PCR, RT-qPCR |
| *HoxA10* | TCTTTGCTGTGAGCCAGTTG | CTCCAGCCCCTTCAGAAAAC | RT-PCR |
| *HoxA11* | cggccacactgaggacaag | aactctcgctccagctctcg | RT-PCR, RT-qPCR |
| *HoxB2* | cgaggtcggatcaccatcag | agctccagcagttgcgtgtt | RT-PCR |
| *HoxB7* | CTTTCTCCAGCTCCAGGGTC | AACTTCCGGATCTACCCCTG | RT-PCR |
| *HoxC6* | CAGGGTCTGGTACCGAGAGTA | TCCAGATTTACCCCTGGATG | RT-PCR |
| *β-Actin* | TTCCTTCTTGGGTATGGAAT | GAGCAATGATCTTGATCTTC | RT-PCR |
| *ChIP-HoxA1* | TCACTGAGTGATTGGATCCTGC | GGAGGAAGTGAGAAAGTTGGCAC | ChIP-qPCR |
| *ChIP-*  *HoxA2-HoxA3* | GTGGGGAGAGCAAATCCAAC | CGTCTACCCTCCTGCTCTTG | ChIP-qPCR |
| *ChIP-HoxA4* | CTCTGGAATAAAACGAAGGAGGC | GGACAAAGAATCAAAGGGCGAG | ChIP-qPCR |
| *ChIP-HoxA9* | ATCTGTATGCCTAGTCCCGCTCC | TTGATGTTGACTGGCGATTTTC | ChIP-qPCR |
| *ChIP-HoxA13* | CCTGTTGGTTCCAGGAGAAGTC | CCAAACTTCCCAGAGAAATGTCC | ChIP-qPCR |

Supplementary file 1. List of primers used in this study

How the deposited data were processed for this re-analysis (not part of the article)

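Expression was measured with one-colour Agilent SurePrint G3 Mouse GE 8×60K arrays in parental ES cells, Nup98-HoxA9 ES clones #1 and #9 and the HoxA9-Ct ES clone, 1 array each, all on the same slide and from the same scan. The authors extracted the scanned images with Feature Extraction 10.10.1.1, and the deposited scanner files hold a spot intensity for every spot: the processed signal, with background subtracted and the spatial trend removed, the median pixel of the spot and of its local background, and flags. The authors' deposited series matrix holds intensity values as well. Each of its columns equals the processed signal of its array times 1 constant (3.30 for parental ES, 3.49 for clone #1, 3.19 for clone #9 and 3.63 for HoxA9-Ct ES) to within 0.763%. The way these constants were chosen is not stated. The clone number of HoxA9-Ct ES (22) is taken from the paper.
Control spots were left out. The log2 of the processed signal was taken relative to the 75th percentile of the 59305 other spots of the array, and the spots of a probe were averaged without spots that Feature Extraction marks as non-uniform or as population outliers. A probe was taken as well above background on an array when most of its remaining spots carry that flag. Between 49.9% and 53.0% of spots were well above background per array. The lowest normalized signal called so was -4.28 in parental ES, -4.43 in clone #1, -4.62 in clone #9 and -4.23 in HoxA9-Ct ES on the log2 scale. A fold between a line above and a line below this limit is given as a lower bound against the limit or the probe's own signal, whichever is higher, per array, and no fold is given where both lines are below it. Over 399 probes with 10 spots, the median SD between the spots of a probe was 0.109 to 0.126 on the log2 scale.
Gene symbols were taken from RefSeq transcript accessions, which named 26762 of 55681 probes, and other probes keep the name given in the array annotation. The name table was made on GRCm38.p6, while the array annotation uses mm9, so the table was used for symbols, chromosomes and the order of genes and no position is printed from it.
Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 3 groups, 1 residual degree of freedom, Benjamini-Hochberg adjusted p of 0.05). The prior degrees of freedom were estimated as infinite, so all probes share a prior SD of 0.454 and the same standard error. The fit was tested on simulated data with 200 changed probes among 55562: with 1 spread for all probes, 115 were recovered (1, 16, 48 and 50 of 50 for log2 changes of 1, 2, 3 and 4) with 7 unchanged probes called, while with a spread that follows the signal level 0 were recovered and 0 unchanged probes were called. With trend and robust on, 121 were recovered and 140 unchanged probes were called. The Hox set tests used camera with a preset correlation of 0.01 and fry, over 37080 genes at 1 probe each. Counts, medians, Fisher's exact test and correlations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The correlation without any difference was simulated from the spread between the clones in 20 bins of signal.
Medians per chromosome over probes well above background on all 4 arrays (at least 100 probes per chromosome) and medians of lists of marker genes were set beside 10000 random lists of the same size, matched in 20 bins of mean signal. As a check, a random list of probes whose clone #1 ratios were raised on the log2 scale lay above all random lists, and of 50 lists of unchanged probes 4 lay below percentile 2.5 and 0 as close to the upper end. The lists cover pluripotency, primed epiblast, primitive endoderm, trophectoderm, mesoderm and primitive streak, neural, 2-cell-like cells, Hox cofactors and long noncoding RNAs of the Hox clusters.
The tests, the lists and the alternatives were set before the data were examined, except those said to have been chosen later. Genes named singly are the Hox cluster genes of Figure 2F, the entries of Table 1, the other genes the paper names (Pou5f1, Nanog, Gapdh, Actb, Xpo1, Nup98, Nup153, Nup214 and Skap2), and the 5 probes with the largest rise and the 5 with the largest fall in both clones and in HoxA9-Ct ES among probes well above background on all 4 arrays. Results of 2 genes that meet this rule are not reported singly. A gene with several probes is read at the probe with the highest mean signal, and an entry of Table 1 at the probe of its accession with the highest mean signal. The alternatives were normexp background correction (offset 50), quantile normalization, the median of each array, a floor at the lowest signal well above background, only probes well above background on at least 1 array, the authors' series matrix, 5-fold and 20-fold thresholds, HoxA9-Ct ES or its mean with parental ES as the reference, leaving out each clone, eBayes with trend and robust on, the mean over the probes of a gene, the accessions of Table 1, and all probes as the background of Fisher's test. Chosen after the data were seen were keeping the outlier spots, leaving out the last eighth of the spot rows, 1 probe per gene in the top 32, the brightest spot of probes with 10 spots, the single spot closest to a value of the paper, and reading an entry of Table 1 at its probe with the highest mean ratio in the clones. The files hold no column of the mean pixel before background subtraction, so normexp was run on the median pixel signal and its median background. A block for the slide was not run, since all arrays share a slide.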

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

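The comparison of chromosome 15 between the clones, the position of probes on the array, the pixels with outlier spots kept, the other probes of entries without a RefSeq name, and the tests of the primitive endoderm list were chosen only after the result was seen, whereas the blocks along chromosome 15, the other probes of genes with a RefSeq name and the pixels of the spots were set out before their values were computed.
The first result is a shift along chromosome 15, which the paper does not discuss. In clone #9, the 637 probes of chromosome 15 well above background on all arrays had a median log2 ratio to parental ES of 0.40. The median was -0.09 for the other chromosomes, and 0.40 lay above all 10000 random lists (highest -0.06). Genes the paper discusses were not left out of these probes. On the other chromosomes with at least 100 probes, the medians of clone #9 lay between -0.13 and -0.04, and 91.2% of the chromosome 15 probes lay above the median of the others. The same median was 0.02 in clone #1 and 0.03 in HoxA9-Ct ES. A change that the transgene brings to both clones is argued against, since chromosome 15 in clone #1 differed from its other chromosomes by 0.035. A difference in scaling between arrays would move all chromosomes alike, and the shift was 0.48 relative to the other chromosomes with quantile normalization. An extra copy of the whole chromosome in clone #9 is a candidate explanation: with the genes divided into 10 blocks in their order along the chromosome, 10 of 10 blocks lay more than 0.2 above the other chromosomes, with block medians between 0.25 and 0.53, while 234 blocks of 64 probes on the other chromosomes lay between -0.35 and 0.15. An additional copy in every cell would give 0.58, and the difference of medians was 0.49. An extra copy in a share of the cells and other origins stay open, as the arrays hold no DNA data.
The second result lies outside the genes the paper discusses: Msx3 had the highest ratio in HoxA9-Ct ES, at 8.54 on the log2 scale. Its ratios were 5.26 and 5.55 in Nup98-HoxA9 clones #1 and #9. Parental ES was not well above background, and the clones exceeded it by at least 4.70 on the log2 scale. Msx3 has 1 probe on the array, so no other probe tests the rise. Among probes more than 2-fold higher in both clones, the only other probe that lay below HoxA9-Ct ES by the same amount to within 0.5 on the log2 scale in both clones was 1 annotated to ENSMUST00000030994, at 2.96, 3.24 and 6.06 in clone #1, clone #9 and HoxA9-Ct ES. Stray signal at the same spot of several arrays was not excluded. Whether the constructs or the selection, which the transgenic lines share, bring this signal was not tested.
The third result is the set of probes in the direction the paper does not report: 42 probes were more than 10-fold lower in both clones than in parental ES, of which 24 were also more than 10-fold lower in HoxA9-Ct ES, and at 34 of them parental ES was the only line well above background. Of the 42 read from a single spot, 73.8% lie in the last eighth of the spot rows, which holds 12.3% of all single-spot probes (Fisher's exact test, two-sided, p = 6.13e-20, with probes as the unit). Stray bright spots at that end of the parental array are therefore a candidate explanation for most of these probes, found from the same data. Particles or stray light on part of a spot cannot be told apart from other origins, because spots marked as non-uniform were left out before these probes were counted: the median over the 42 spots of the ratio of the median pixel to the mean signal, both less background, was 1.00, against 1.07 for other spots of the same brightness, but with outlier spots kept 66 spots of such probes had a median ratio of 0.926, and the 23 of these marked as outliers in parental ES 0.740. Single probes that the other probes of a gene do not follow are a candidate explanation too where this could be tested: 8 of the 42 genes or transcript entries have 8 other probes well above background in parental ES, of which 2 (25%) were more than 2-fold lower in both clones, and among the genes with a RefSeq name that of Jakmip2 was and that of Cox16 was not. For the other 34 entries, single probes cannot be told apart from changes of the whole gene, as no other probe was well above background in parental ES. Without the last eighth of the rows, 11 probes were left.
The fourth result is a difference between groups that was not tested: a list of 18 primitive endoderm genes had a median log2 ratio to parental ES of 1.11 in clone #1 and 1.65 in clone #9 but -0.73 in HoxA9-Ct ES. Of the 17 genes of the list well above background on at least 1 array, 9 were more than 2-fold higher in clone #1, 12 in clone #9 and 0 in HoxA9-Ct ES, where 8 were more than 2-fold lower. Gata6 had 2.23, 2.53 and -1.39 in clone #1, clone #9 and HoxA9-Ct ES, and Gata4 1.79, 1.98 and -1.16. The list's median kept its sign in each line under normexp, quantile normalization, the median of each array and the series matrix. A shift of whole arrays or of probes of that brightness is argued against, as the list lay at percentile 100 among random lists in both clones and at percentile 0 in HoxA9-Ct ES. A lower share of undifferentiated cells, with every other cell type taking a larger share, is argued against as well. The primed epiblast list had a median of -0.62 in clone #1 and did not rise with the primitive endoderm list. The trophectoderm list did rise, at 0.46 in clone #1 and 1.94 in clone #9. The mesoderm list had -0.10 in clone #1 and -0.32 in clone #9, but 0.45 and 0.02 over its genes well above background. The neural list had -0.11 and -0.28 in the same order, and -0.23 and -0.14 over its genes well above background. More cells of the primitive endoderm kind in the clones cannot be told apart from a change of these genes in ES cells: Sparc, an abundant gene of such cells, had -0.061 in clone #1, 0.23 in clone #9 and 0.09 in HoxA9-Ct ES, Lama1 0.18, 0.06 and -1.06, and Lamb1 -0.44, 0.04 and -0.19, but parental ES was well above background at all 3, which could hide a small share, and the Sparc probe lies in the last eighth of the spot rows. An action of Nup98-HoxA9 on these genes, and a difference between clones picked singly, stay open and untested.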

How the results depend on the processing

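Keeping the outlier spots, leaving out the last eighth of the spot rows, 1 probe per gene, and the brightest spot of a probe were chosen only after the result was seen. No paired analysis was possible because parental ES and HoxA9-Ct ES have 1 array each. A block for the slide was not run because all arrays share a slide. For each changed count below, the cause was not tested unless the alternative's own construction gives it.
The number of probes more than 10-fold higher in both clones (50) stayed within 1.5 times that value with quantile normalization, the median of each array, only probes well above background on at least 1 array, the series matrix, either other reference, outlier spots kept and without the last eighth of the rows. It was 10 with normexp, whose offset shrinks ratios of dim probes, 28 with the floor, 106 at 5-fold and 30 at 20-fold. With each clone left out in turn, so that 1 clone has to pass, it lay between 124 and 166. The number more than 10-fold lower in both clones (42) was 0 with normexp, 13 with the floor, 129 and 13 at 5-fold and 20-fold, 5 with the mean of parental ES and HoxA9-Ct ES as reference, 66 with outlier spots kept, 11 without the last eighth of the rows and between 78 and 89 with each clone left out. The number more than 10-fold higher in HoxA9-Ct ES (38) was 2, 8, 140 and 10 with normexp, the floor, 5-fold and 20-fold, and 18 without the last eighth of the rows.
Hox cluster genes kept 19 of the probes more than 10-fold higher in both clones, within 1.5 times, except with normexp (3) and the floor (12), and held between 19 and 22 with each clone left out. Against all probes as background, Fisher's exact test gave p = 3.65e-48. Among the top 32, their number (15) was 3 with normexp, where only 10 probes pass in all, and between 8 and 14 with each clone left out. It was 16 with the mean over probes and 16 with the accessions of Table 1. Of the 18 Hox cluster genes more than 10-fold higher in both clones, 18 stayed so with quantile normalization, the median of each array and the series matrix, 11 with the floor and 3 with normexp, where 15 were more than 2-fold higher.
The median log2 ratio of the 40 Hox cluster genes (3.09) was 0.62 with normexp, 1.69 with the floor and 4.47 over genes well above background on at least 1 array, and between 2.54 and 3.69 with each clone left out. For single Hox cluster genes and Cap2, 321 of 488 values under the alternatives kept their direction and their side of limma's threshold or lay within the spread of the clones, 133 kept their direction but were no longer called, 1 was called in addition and 32 moved. Hoxb3 turned lower, at -1.18, with HoxA9-Ct ES as reference, where its signal, at a probe in the last eighth of the spot rows, was higher than in the clones.
Against 781 probes called between Nup98-HoxA9 ES and parental ES, limma called 0 with quantile normalization (5104 at an unadjusted p under 0.05), 0 among probes well above background on at least 1 array (2224 at an unadjusted p under 0.05), 140 with the series matrix, 1243 with trend and robust on, and 9 with the mean of parental ES and HoxA9-Ct ES as reference. With a clone left out, the other was compared with parental and HoxA9-Ct ES as 1 group, the lone clone being assumed to vary like these, and limma called 0 probes in either case (8724 at an unadjusted p under 0.05 without clone #1 and 6592 without clone #9). Between HoxA9-Ct ES and parental ES, limma called between 0 and 225 probes over 10 settings, and between Nup98-HoxA9 ES and HoxA9-Ct ES between 0 and 1284. With 1 residual degree of freedom, these counts say little by themselves. The excess of chromosome 15 in clone #9 over the other chromosomes stayed at 0.49 with the median of each array and was 0.48 and 0.48 with quantile normalization and over all probes.
Signal over background limits all folds: about 45.1% of probes were well above background on no array, and of 40 Hox cluster genes, 6 had a measured fold in the clones, 21 only a lower bound and 13 no fold.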

Differences from the paper's values

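Reading entries of Table 1 at the probe with the highest ratio, the brightest spot of Cap2 and Hoxb1, and single spots closest to the paper's values, were tests chosen only after the result was seen. A log2 ratio was taken to differ when its sign was not the paper's or when it lay more than 0.454 from the paper's, the prior SD of the limma fit, and a share when the larger value was more than 1.5 times the smaller. Of 96 log2 ratios in Table 1, 13 values of 6 entries differed when each entry was read at the probe of its accession with the highest mean signal, the rule for genes with several probes set before the data were examined. Read at the probe with the highest mean ratio in the clones, a rule chosen after seeing the values, 4 values of 2 entries differed. Read at the single spot of each entry closest to the paper's values, on the scale of the series matrix and also chosen after seeing the values, all 32 entries came within 0.0114 of the paper's log2 ratios, and all 40 genes of Fig. 2F within 0.0844 of the values read by eye. Such a spot gave 6.60, 6.64 and 0.09 for Hoxa9, 3.58, 3.65 and 2.70 for Sfmbt2, 5.54, 6.47 and 0.75 for AK167004, 4.93, 5.72 and 0.82 for AK145750, 4.49, 4.30 and 1.16 for Cap2 and 7.87, 6.95 and 0.06 for Hoxa11 in clone #1, clone #9 and HoxA9-Ct ES, and 3.44 for Hoxb1 in clone #9. The spots for Cap2 and Hoxb1 are marked as outliers by Feature Extraction, on 2 arrays and on 1 array.
For Hoxa9, the paper's values are 6.60 in clone #1, 6.64 in clone #9 and 0.09 in HoxA9-Ct ES, and the values here 5.196, 5.27 and -0.57. The values of the clones differed under each alternative set before the data were examined (normexp, quantile normalization, the median of each array, the floor, the series matrix and the mean over probes), and that of HoxA9-Ct ES under all but normexp and the floor. The probe with the highest ratio, chosen after seeing the values, gave 6.56, 6.54 and 0.09.
For Sfmbt2, the paper's values are 3.58 in clone #1, 3.65 in clone #9 and 2.69 in HoxA9-Ct ES, and the values here 2.16, 2.03 and 1.29, which differed under all of the same alternatives. The probe with the highest ratio, chosen after seeing the values, gave 3.54, 3.55 and 2.69.
For AK167004, the paper's value in clone #9 is 6.46 and the value here 5.84, which differed under all of the same alternatives. In HoxA9-Ct ES the paper's value is 0.75 and the value here 1.24, which no longer differed with normexp, the median of each array and the mean over probes, and differed with quantile normalization, the floor and the series matrix. The probe with the highest ratio, chosen after seeing the values, gave 6.37 in clone #9 and 0.74 in HoxA9-Ct ES. For AK145750 in HoxA9-Ct ES, the paper's value is 0.83 and the value here -0.17, which differed under all of the same alternatives, while the probe with the highest ratio, chosen after seeing the values, gave 0.82.
For Cap2, the paper's values are 4.48 in clone #1, 4.30 in clone #9 and 1.16 in HoxA9-Ct ES, and the values here -0.79, 0.31 and -0.52, which differed under all of the same alternatives. The probe with the highest ratio, chosen after seeing the values, gave 1.12, 2.25 and 0.29, and still differed. The brightest of the spots of that probe in clone #9, also chosen after seeing the values, gave 4.45 in clone #1 and 4.21 in clone #9.
For Hoxa11 in HoxA9-Ct ES, the paper's value is 0.06 and the value here -0.13, where neither HoxA9-Ct ES nor parental ES was well above background. The sign was the paper's with normexp and the floor, and not with quantile normalization, the median of each array, the series matrix and the mean over probes.
For Hoxb1 in clone #9, the paper's value is about 3.4 in Fig. 2F, read by eye, and the value here -0.31, which differed under all of the same alternatives. The brightest of the spots of the probe in clone #9, chosen after seeing the values, gave 3.34.
In the class between 1 and 2 times parental ES, the paper's share is about 49% in Fig. 2E, read by eye, for clone #1, and the share here 29.5%. It no longer differed with normexp (55.6%), quantile normalization (45.1%) and probes well above background on at least 1 array (42.2%), and differed with the median of each array, the floor and the series matrix. For clone #9 the paper's share is about 42% in Fig. 2E, read by eye, and the share here 24.2%, which no longer differed over probes well above background on at least 1 array (32.3%) and with the series matrix (29.4%), and differed with normexp, quantile normalization, the median of each array and the floor. In the class between 2 and 5 times, the paper's share for HoxA9-Ct ES is about 2% in Fig. 2E, read by eye, and the share here 3.39%, which no longer differed with the median of each array (2.93%) and over probes well above background on at least 1 array (2.33%), and differed with normexp, quantile normalization, the floor and the series matrix.
The paper states that Hox cluster genes make up the larger part of the top 32 upregulated genes. Of the 32 entries of the paper's Table 1, 17 are Hox cluster genes, and 31 entries, these included, had a probe more than 10-fold higher in both clones here. Ranked anew, 15 of the top 32 probes were probes of Hox cluster genes, and 16 of the top 32 genes with the mean over the probes of a gene. With only probes that carry an accession of Table 1 ranked the number was 16, and with 1 probe per gene, chosen after seeing the values, 16.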

Other observations

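The tests of the position of probes on the array, of single spots of Cap2 and Hoxb1, of the other probes of genes with the largest changes, of other probes that are themselves more than 10-fold higher or of entries without a RefSeq name, and of the 2-cell-like list were chosen only after the result was seen, whereas those of whole chromosomes and of the remaining other probes of the genes more than 10-fold higher were set out before. Values are log2 ratios to parental ES in clone #1, clone #9 and HoxA9-Ct ES, in this order.
Of the genes the paper names, Pou5f1 had -0.07, -0.28 and -0.12, and Nanog 0.20, -0.40 and -0.20. Gapdh had 0.10, -0.08 and 0.14, with the sign in clone #9 turned under quantile normalization and the series matrix, and Actb -0.19, -0.37 and 0.02, with the sign in HoxA9-Ct ES turned under normexp, quantile normalization and the median of each array. Xpo1, which encodes Crm1, had -0.12, -0.14 and -0.33, Nup98 -0.20, -0.39 and -0.01, with the sign in HoxA9-Ct ES turned under quantile normalization, Nup153 -0.23, -0.39 and -0.19 and Skap2 0.89, 0.83 and 0.07. Nup214 was not well above background in parental ES and was at least 1.15-fold higher in the clones and at least 1.85-fold higher in HoxA9-Ct ES, with clone #9 lower than parental ES under normexp. The median of all probes was -0.10, -0.27 and 0.06.
The median of 20 pluripotency genes (20 well above background on at least 1 array) was 0.04, -0.10 and -0.01, with signs that turned in clone #9 under quantile normalization and in HoxA9-Ct ES under normexp. The medians were -0.62, -0.60 and -0.14 for 14 primed epiblast genes (13 well above background), -0.10, -0.32 and -0.10 for 18 mesoderm and primitive streak genes (9), -0.11, -0.28 and 0.06 for 15 neural genes (10), 0.46, 1.94 and 0.08 for 17 trophectoderm genes (16), 0.14, 0.24 and 0.14 for 9 Hox cofactors (9) and 0.21, -0.01 and 0.22 for 2 long noncoding RNAs of the Hox clusters (1). Over only the genes well above background on at least 1 array, the medians were -0.77, -0.69 and -0.18 for primed epiblast, 0.45, 0.02 and -0.20 for mesoderm and primitive streak, -0.23, -0.14 and -0.06 for neural and 0.47, 2.03 and 0.15 for trophectoderm genes. The signs of the mesoderm list in clone #1 and of the neural list in clone #1 turned under normexp and quantile normalization, those in HoxA9-Ct ES turned under normexp for the mesoderm list and under quantile normalization and the median of each array for the neural list, and that of the noncoding RNAs in clone #9 turned under normexp, quantile normalization and the series matrix. Pbx3 had 2.65, 2.88 and -0.19 and Cdx2, well above background only in the clones, was at least 1.82-fold higher there (chosen after their values were seen).
The median of the 2-cell-like list of 15 genes (14 well above background) was -1.77, 1.53 and -0.09, at opposite ends in the clones. A shift of whole arrays or of probes of that brightness is argued against, as the list lay at percentile 0 among random lists in clone #1 and at percentile 100 in clone #9. Whether a small share of such cells differs between the clones was not tested, and no biological explanation was tested.
Among probes well above background on all 4 arrays, the largest falls in both clones were at probes of Cox16 (-4.38, -4.27 and -3.94), Egr1 (-3.11, -4.11 and -0.30), a probe annotated to the transcript ENSMUST00000029611 (-3.83, -3.05 and -1.85), Spink1 (-3.38, -3.47 and 0.20) and Sp5 (-2.37, -3.20 and -1.06). In HoxA9-Ct ES the largest rises, after that of the probe annotated to ENSMUST00000030994, were at AK052542 (0.50, 1.15 and 4.24), Tex13b (-1.63, 0.84 and 3.77), a long noncoding RNA of chromosome 3 (0.20, 1.22 and 3.58) and Xlr3b (2.72, 6.40 and 2.85), and large falls, after Cox16, were at Tmcc1 (-1.82, -2.31 and -2.57), Alx4 (-1.93, -2.70 and -2.41) and Prr5l (0.23, 0.49 and -2.13). The listed probes of Cox16, AK052542, the chromosome 3 RNA and Alx4 lie in the last eighth of the spot rows. The other Cox16 probe did not fall (0.19, 0.11 and 0.04), nor did the other Tmcc1 probe in HoxA9-Ct ES (-0.16, -0.06 and 0.08), and the other probes of the chromosome 3 RNA did not rise in HoxA9-Ct ES (0.10, 0.25 and -0.14, and 0.18, -0.11 and -0.08). The other probe of Xlr3b, where parental ES was not well above background, had 2.75, 6.49 and 2.804, and that of Prr5l had -0.42, 0.47 and -2.65.
Gain or loss of a whole chromosome other than 15 in every cell of a clone is argued against: the medians of these chromosomes with at least 100 probes lay within 0.135 of 0 in both clones, and an additional copy would give 0.58. A gain in a small share of the cells would move a median less and stays open, as does chromosome Y, with too few probes. Chromosome 15 in clone #9 is the exception, and how many of the changes there come from its shift was not tested.
Stray bright spots at one end of the arrays are argued against as the origin of the probes more than 10-fold higher in both clones: 7 of 49 single-spot probes, or 14.3%, lie in the last eighth of the spot rows (Fisher's exact test, two-sided, p = 0.662). In HoxA9-Ct ES, 52.6% of the probes more than 10-fold higher and 80.6% of those more than 10-fold lower lie there. Probes more than 10-fold higher on 1 array than on each other array lie there in 79.2% of cases for parental ES, 63.0% for clone #1, 42.9% for clone #9 and 43.5% for HoxA9-Ct ES. Among 15960 spots of probes with 10 spots, 14 were more than 10-fold above the median of their probe, 10 of them in the last eighth, and 0 more than 10-fold below.
Single probes that the other probes of a gene do not follow were looked for among the probes more than 10-fold higher in both clones. Of their 41 genes or transcript entries, 10 have another probe well above background in a clone. Of the 27 such probes, 22 (81.5%) were more than 2-fold higher in both clones. As 16 of the 27 are more than 10-fold higher themselves, these pass by their own selection. Asking for signal well above background in a clone leaves out probes that stayed dim, so this share cannot exclude single probes. Where several probes of an entry are more than 10-fold higher, as for Hoxa9, a single probe is argued against. The 5 that were not more than 2-fold higher are the other probe of Cbr2, at 0.31 and 0.95, and probes of a long noncoding RNA of chromosome 5 (named after its values were seen). Of Hox cluster genes only Hoxa9 has such probes, at 5.196 and 5.27, and 6.56 and 6.54. For the other 31 entries, single probes cannot be told apart from changes of the whole gene, as no other probe was well above background in a clone.
For Cap2, 1 stray bright spot among the 10 spots of a probe is a candidate explanation of a rise of more than 10-fold: 0 of the other 9 spots were more than 10-fold higher in both clones, with medians of 0.61 in clone #1 and 1.87 in clone #9. For Hoxb1, 1 stray bright spot among the 10 spots of the probe is a candidate explanation of the rise in clone #9: 0 of the other 9 spots were more than 10-fold higher there, with a median of -0.32. No biological explanation was tested for either.
Outside the entries of Table 1, a long noncoding RNA on chromosome 11 lies from 96175764 to 96176029 (mm9). Its position was not compared with the Hox clusters, and its probes were not counted as probes of Hox cluster genes. At 2 of its probes, the signal was more than 10-fold above parental ES in both clones before the bound is applied. Their ratios were 4.98 and 4.26 in clone #1 and 4.54 and 3.97 in clone #9. Parental ES was not well above background at either, and the clones were at least 5.89-fold and at least 4.82-fold higher. The remaining probe of this RNA had 3.98 and 3.05 (all chosen after their values were seen).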
